# Transient chromatin decompaction at the start of *D. melanogaster* male embryonic germline development

**DOI:** 10.26508/lsa.202302401

**Published:** 2024-07-11

**Authors:** Yi-Ru Li, Li Bin Ling, Angel Chao, Sebastian D Fugmann, Shu Yuan Yang

## Abstract

Embryonic germ cells develop rapidly to establish the foundation for future developmental trajectories, and in this process, they make critical lineage choices including the configuration of their unique identity and a decision on sex. Here, we use single-cell genomics patterns for the entire embryonic germline in *Drosophila melanogaster* along with the somatic gonadal precursors after embryonic gonad coalescence to investigate molecular mechanisms involved in the setting up and regulation of the germline program. Profiling of the early germline chromatin landscape revealed sex- and stage-specific features. In the male germline immediately after zygotic activation, the chromatin structure underwent a brief remodeling phase during which nucleosome density was lower and deconcentrated from promoter regions. These findings echoed enrichment analysis results of our genomics data in which top candidates were factors with the ability to mediate large-scale chromatin reorganization. Together, they point to the importance of chromatin regulation in the early germline and raise the possibility of a conserved epigenetic reprogramming-like process required for proper initiation of germline development.

## Abstract (precis)

Our genomics profiling of the earliest fruit fly germline revealed a brief window of major chromatin remodeling in the male germline right after zygotic activation and suggests reprogramming in the early stages of germline to be an evolutionarily conserved phenomenon.

## Introduction

Germ cells are specified during early embryogenesis in *Drosophila melanogaster* and within hours undergo several important developmental transitions that define much of its identity. Formation of germ cells relies on the maternal deposition of germplasm at the embryonic posterior, and multiple components of the germplasm are known to be critical, including Nanos (Nos) and Vasa (Vas), which are conserved as germline-specific factors across a wide range of species (Santos-Rosa et al, 2002). These components are needed to initiate the germline program, in part by delaying transcriptional activation with Polar granule component (Pgc) suppressing RNA polymerase II activity (Hanyu-Nakamura et al, 2008). Germ cells enter a new phase when transcription of the germline genome is activated (Van Doren et al, 1998), but the underlying mechanisms of this transition, critical to the sustainment of the germline program, are largely unknown. Of the major mechanisms that regulate gene expression and cellular differentiation, RNA-related processes are well represented in the germline of many species including fruit flies (Voronina et al, 2011). Transcriptional activation mediated by transcription factors (TFs) has been shown to be involved in the specification of mammalian germline (Irie et al, 2015), and though TFs acting analogously have not been found in *Drosophila*, our previous work has indicated transcriptional regulation to be an essential component to germline-biased gene expression (Li et al, 2021). Chromatin status could be part of such control, and in mammalian primordial germ cells, there are global DNA demethylation, reorganization of histone modifications, and other chromatin remodeling events that erase parental and somatic epigenetic marks to enable germline development (Ramakrishna et al, 2021). There have been no reports of similar events during embryonic germline development in the fruit flies.

Another important developmental milestone germ cells achieve during early development is to choose between the male and female fates, a decision that will result in two separate developmental paths that differ in gene expression and developmental timing among others. In several species including fruit flies, successful germline sex determination involves an external signal in addition to a germline-intrinsic component (Murray et al, 2010). In flies, the male somatic signal is supplied through the JAK/STAT pathway from the soma of the embryonic gonad (Wawersik et al, 2005), but the identity of the female signal is not known. Several factors have been shown to act within the germline to regulate its sex choice with the most notable examples being Sex lethal (Sxl) and PHD finger protein 7 (Phf7), which are able to induce male-to-female and female-to-male germline sex reversal, respectively (Hashiyama et al, 2011; Yang et al, 2012). However, these two factors are likely acting downstream of a yet unidentified sex switch responsible for reading the sex chromosome content in the germline.

In this study, we used single-cell ATAC sequencing (scATAC-seq) to survey chromatin accessibility of the embryonic fruit fly germline. Aided by two additional transcriptome datasets of single-cell RNA sequencing (scRNA-seq) and single-nucleus RNA sequencing (snRNA-seq), our analysis revealed that immediately after zygotic activation, the male germline, which initiates development, undergoes a phase of genome-wide chromatin decondensation that is repackaged shortly thereafter. Interestingly, several factors with the ability to alter chromatin structure and domains, such as the boundary element binding proteins Motif 1 Binding Protein (M1BP), Boundary element-associated factor of 32kD (BEAF-32), and the pioneer factor Zelda (Zld) (Liang et al, 2008), were found to exhibit germline enrichment in our datasets. These bring forth the idea that chromatin remodeling in the earliest germline could be an evolutionarily conserved process for resetting the germline epigenome required for their unique development.

## Results

### Epigenome and transcriptome profiling in the embryonic germline

To generate comprehensive coverage of the key molecular characteristics setting the early foundation for germline development, we acquired several single-cell genomics datasets for the fruit fly embryonic germline (Fig 1A). 

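Embryos carrying the germline vas-GFP transgene were dissociated, GFP-positive material was sorted, and single cells were profiled on the 10x droplet platform, in which every captured transcript carries a unique molecular identifier (UMI). The 0- to 8-h library and the 8- to 20-h library are each a single sample. No spread between replicates exists for these data, no test across samples was run, and the intervals given with them are exact 95% intervals for counting error only. The authors counted UMIs with Cell Ranger 6.1.2 on the BDGP6 assembly, and they deposited unnormalized UMI counts for each library and for both libraries aggregated. The aggregated matrix, from which the values here were taken, holds 16371 cells and 174685264 UMIs over 13947 genes. Of these cells, 3802 came from the 0- to 8-h library, with 42374849 UMIs and a median of 11766.5 UMIs per cell, and 12569 came from the 8- to 20-h library, with 132310415 UMIs and a median of 4896. In its own matrix the 0- to 8-h library holds 57370140 UMIs, with a median of 15961.5 per cell, so aggregation had already reduced its depth. Gene positions came from a later Ensembl annotation of the same assembly, in which 99.5% of the genes were found, 2165 of them on the X chromosome and 23 on the Y chromosome. Cells were clustered here on log-transformed counts per 10000 of the 2000 most variable genes, with 150 principal components as in the paper, 20 neighbours, and Leiden clustering at resolution 1, where the paper used Monocle 3. The resulting 23 clusters were named by marker genes fixed in advance. Scrublet called 19 cells of the 0- to 8-h library (0.5%) and 591 cells of the 8- to 20-h library (4.70%) as doublets, and these were kept, as the paper states no doublet filter for these libraries.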

As we have previously performed scRNA-seq on 0- to 8-h germline (Li et al, 2021), we complemented this dataset with an 8- to 20-h collection that would complete the timeline covering embryogenesis. Embryonic germ cells coalesce with somatic gonadal precursors (SGPs) to form embryonic gonads around 10 h; thus, we performed sample collections for 8- to 12-h and 12- to 20-h time points separately. The 8- to 12-h collection involved simple mechanical disruption of the embryos to obtain germ cells as they were only loosely attached to the embryo, and the dislodged germ cells were then purified by FACS via green fluorescence because of the presence of the germline-specific *vas-GFP* transgene. For 12- to 20-h samples, embryo homogenization resulted in entire embryonic gonads being released from the embryos. The gonads, containing both germ cells and SGPs, were also FACS-sorted based on germline GFP expression. After isolation of the gonads, they were enzymatically digested to separate the germ cells and SGPs, and both cell types were included in the single-cell genomics experiments.

**Figure 1.**
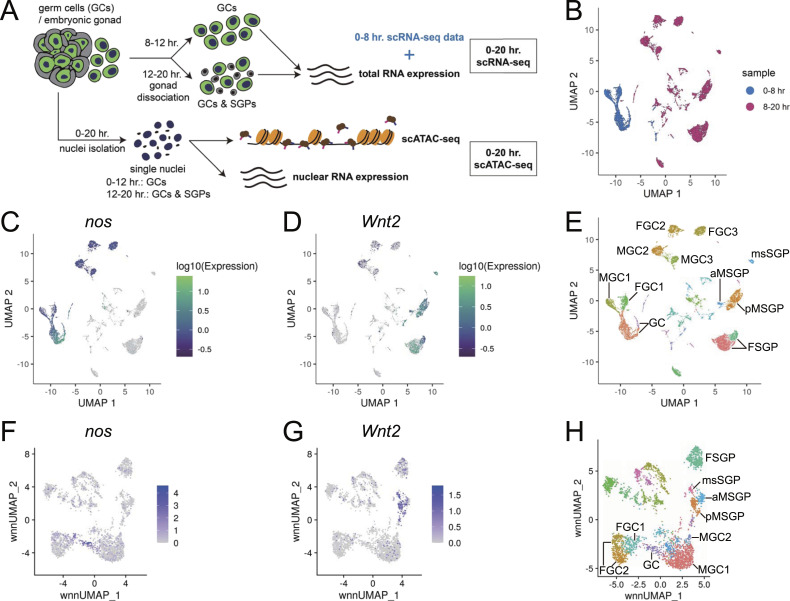
Identification of cell types in our scRNA-seq and scATAC-seq datasets. **(A)** Diagram depicting our experimental design. **(B)** Distribution of cell clusters after combining the 8- to 20-h scRNA-seq data (magenta) with the 0- to 8-h data we previously published (blue). **(C, D)** Expression patterns in the scRNA-seq dataset of *nos*, a germline-specific gene, and *Wnt2*, which is enriched in the embryonic somatic gonad. Color codes for expression levels are on the right of the plots. **(E)** Cell-type designations in the 0- to 20-h combined scRNA-seq dataset. GC, germ cells before zygotic activation; F/MGC1, F/MGC2, and F/MGC3, female/male germ cells at first, second, and third stages post-zygotic activation; F/aM/pM/msSGP, female/anterior male/posterior male/male-specific somatic gonadal precursors. **(F, G)** Nuclear expression patterns of the germline marker *nos* and somatic gonadal marker *Wnt2* in the multiome dataset. Color codes for expression levels are on the right of the plots. **(H)** Designation of cell types in the multiome dataset; abbreviation same as in (E) except that only two stages each for the female and male germ cells after zygotic activation were called (F/MGC1, F/MGC2).

In addition to scRNA-seq, we performed scATAC-seq on the embryonic germline to obtain chromatin accessibility profiles (Fig 1A). To obtain single nuclei for ATAC-seq, 0- to 12-h FACS-sorted single germ cells were lysed, whereas for 12- to 20-h samples, embryonic gonads were isolated by FACS and then lysed to obtain single nuclei of both germ cells and SGPs without having first dissociated the gonads into single cells (Fig S1). Besides scATAC-seq, RNA from these nuclei was also surveyed concurrently via the technique of snRNA-seq. 

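Nuclei were lysed from sorted germ cells and gonads and profiled with the 10x Multiome assay, which reads open chromatin and nuclear RNA from the same nucleus. The paper gives collections of 0 to 4 h, 4 to 12 h, and 12 to 20 h that were pooled into 1 library, whereas the sample labels list 0 to 4 h, 4 to 8 h, 8 to 12 h, 12 to 16 h, and 16 to 20 h. The library is a single sample, so comparisons between clusters carry counting error only. The authors processed it with Cell Ranger ARC 1.0.0, removed low-quality nuclei and doublets, and called peaks with MACS2. They deposited unnormalized UMI counts per gene and unnormalized ATAC counts per peak. Whether a count stands for a fragment or for a fragment end is not given in the sources used here. The matrices hold 3022 nuclei, 27225261 UMIs over 17807 genes with a median of 2423.5 UMIs per nucleus, and 11524249 ATAC counts over 19437 peaks with a median peak width of 538 bp and a median of 1875 ATAC counts per nucleus. The ATAC counts of single nuclei ran from 59 to 58404. Cluster membership was recovered from Table S1, in which the authors list the mean UMI count of each gene over the nuclei of each cluster. The first 1999 of the 17721 genes of that table were used, and the set of nuclei whose counts add up to the listed means was solved for each of the 9 clusters. For each cluster 199 genes were left out of the solution, and all 1791 left-out sums came out exactly. In this way 2006 nuclei were assigned to the paper's clusters, and 1016 belonged to none of them.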

The information from the RNA-seq of the single nuclei was essential for the determination of cell types in the multiome dataset composed of the scATAC-seq and snRNA-seq results.

**Figure S1.**
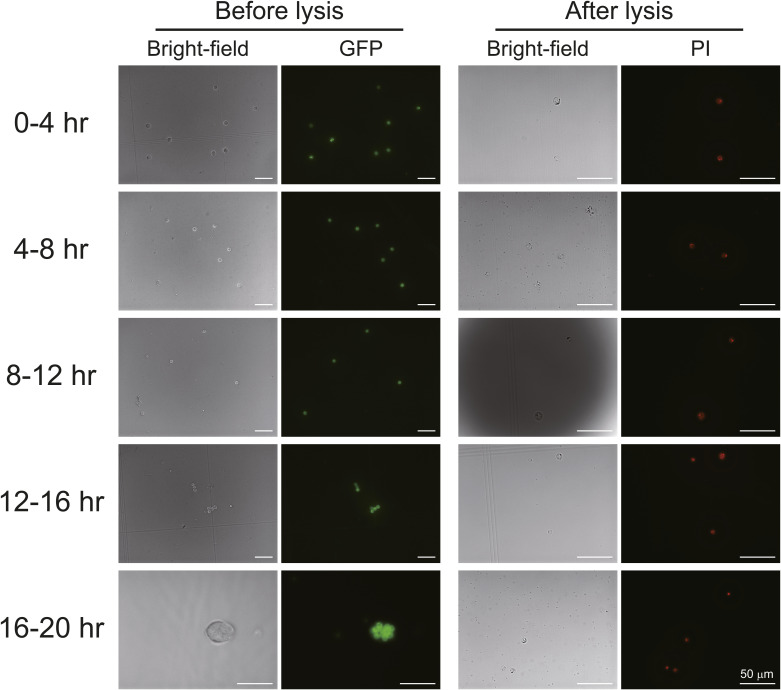
Quality control of nucleus preparations using embryos of different ages by microscopy. Germ cells (up until the 12-h time point) and gonads (12–20 h) before lysis exhibited GFP expression because of the *vas-GFP* transgene, and nuclei emitted red fluorescence after lysis because of propidium iodide (PI) staining. Scale bars are 50 μm.

To identify cell types and stages represented in the scRNA-seq data, we combined the results from our previous 0- to 8-h experiment with the new 8- to 20-h dataset (Fig 1B) (Li et al, 2021). This enabled us to use expression patterns of genes known to exhibit cell type and stage biases as identifiers for clusters (Figs 1C and D and S2A–F). 

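In the scRNA-seq matrix, clusters with raised germline markers formed a GC-like class of 1718 cells, of which 1697 came from the 0- to 8-h library, a first stage past zygotic activation of 1523 cells, of which 1511 came from that library, and a second stage of 1966 cells, of which 1964 came from the 8- to 20-h library. At the third stage 1050 cells formed an FGC3-like cluster and 1191 an MGC3-like cluster. The median depth was 12028 UMIs per cell in the GC-like class, 12762 and 21396.5 at the first and second stages, 19980.5 in the FGC3-like cluster, and 14743 in the MGC3-like cluster. A further 301 germ cell-like cells came from both libraries and were placed in no stage, 735 SGP-like cells matched no SGP type, and 1220 cells (7.45%) in 6 clusters stayed unnamed. Apart from SGP-like cells, the somatic cells with a name were muscle-like (843), neuron-like (405), glia-like (209), and hemocyte-like (120). The count that moved most under another setting was that of the MGC3-like cluster, which held 694 cells with Leiden resolution 2 and 50 principal components.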

For scRNA-seq, the merged 0- to 8-h and 8- to 20-h datasets gave rise to seven germline clusters and four SGP clusters (Fig 1E). Of the germline clusters, the one designated as “GC” represented cells before zygotic activation and sex differentiation, two key events that define the branch point of the large Y-shaped germline cluster, which was determined by our previous analysis for the 0- to 8-h dataset (blue cluster, Fig 1B) (Li et al, 2021). 

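The germline marker nos (nanos) was at 367 CPM (a gene's UMIs scaled to 1000000 UMIs of a class) in the GC-like cells, and 87.0% of these cells held at least 1 nos UMI. At the first stage past zygotic activation nos was at 40.9 CPM in female and 36.3 CPM in male cells. The FSGP-like cells, which are somatic and had a median depth of 1950 UMIs, held nos in 3.15% of cells at 12.1 CPM, a level that free RNA in droplets can give. The zygotically activated gene CG4415 rose from 20.8 CPM in the GC-like cells to 164 CPM at the first and 624 CPM at the second stage.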

The remaining six germline clusters, all post-zygotic activation, consisted of three successive stages each for the male and female germline (designated as F/MGC1, F/MGC2, and F/MGC3, Fig 1E). 

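Clustering did not part the sexes at the first and second stages in these counts, so cells of these stages were sexed by the ratio of their X-linked to their autosomal UMIs with a mixture of 2 normal distributions, a step chosen after seeing the data. At the first stage the modes lay at 0.143 and 0.192, and at the second stage at 0.143 and 0.220. Cells with a posterior of at least 95% were assigned, which gave 687 FGC1 and 818 MGC1 cells with 18 cells near the boundary, and 846 FGC2 and 1085 MGC2 cells with 35 near it. The whole FGC3-like cluster had a ratio of 0.233 and the MGC3-like cluster of 0.136. Y-linked genes, which took no part in the sexing, gave 3 UMIs in FGC1 and 43 in MGC1, 4 in FGC2 and 207 in MGC2, and 0 in FGC3, which allows up to 0.148 CPM, against 129 in MGC3. Over single cells the median of the summed germline markers was 13.5 counts per 10000 in FGC1, 14.4 in MGC1, 13.9 in FGC2, and 14.0 in MGC2. The median of the summed SGP markers was 0 in FGC1 and MGC1, 0.779 in FGC2, and 1.08 in MGC2.

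**Figure D1:**
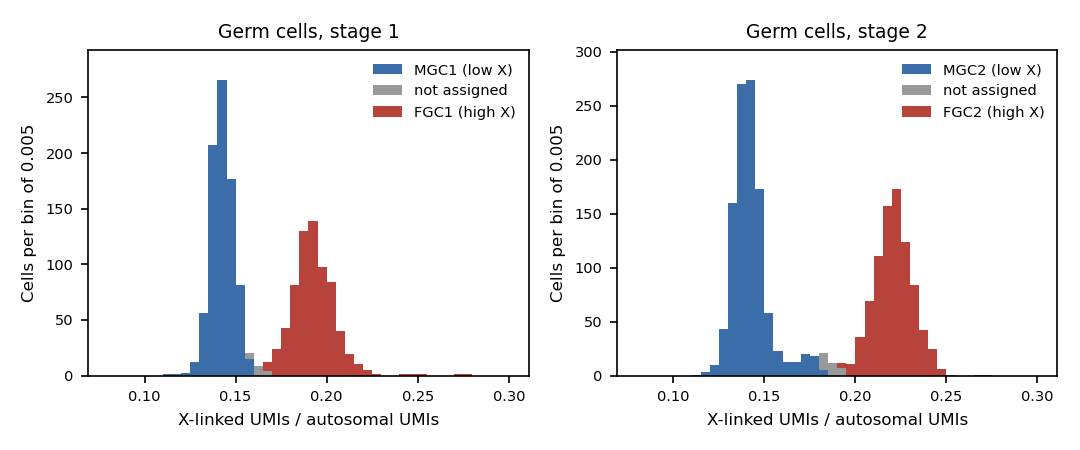
Number of cells (y axis) by the ratio of X-linked to autosomal UMIs per cell (x axis, bins of 0.005) at the first and second germline stages past zygotic activation. Cells assigned as MGC are blue, cells assigned as FGC are red, and cells near the boundary are grey. The cells fall into a low and a high group at both stages, and 1 second-stage cell lies outside the plotted range.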

For SGPs, one and three clusters respectively were found for females (FSGP) and males, and the latter included an anterior (aMSGP), a posterior (pMSGP), and a small cluster representing the male-specific SGPs (msSGP, Fig 1E) (DeFalco et al, 2003). 

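The SGP-like clusters of the scRNA-seq matrix were matched to the SGP clusters of the multiome library by correlation across 1516 genes, a step chosen after seeing the data. This gave 3112 FSGP-like cells with 14008258 UMIs, and 1540 pMSGP-like, 240 msSGP-like, and 198 aMSGP-like cells, 1978 male SGP-like cells with 15677664 UMIs in all. The aMSGP-like cells had a median of 24430.5 UMIs, against 4834 in the pMSGP-like and 2293 in the msSGP-like cells, so they contributed 6475782 of the male UMIs. Six4 was at 437 CPM in msSGP-like cells, 50.3 CPM in FSGP-like, 4.01 CPM in aMSGP-like, and 2.54 CPM in pMSGP-like cells. The somatic marker Wnt2 was at 204 CPM in msSGP-like, 157 CPM in pMSGP-like, 91.3 CPM in FSGP-like, and 77.2 CPM in aMSGP-like cells, and at 0.541 CPM in FGC3. upd1 was at 363 CPM in aMSGP-like cells, 6.74 CPM in pMSGP-like, 6.07 CPM in FSGP-like, and 1.49 CPM in msSGP-like cells.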

For the multiome dataset, because it included snRNA-seq data, we were also able to use expression patterns of marker genes to identify all expected cell types (Figs 1F and G and S2G–L). 

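In the nuclei assigned to the paper's clusters, the nuclear RNA of nos was at 1593 CPM in GC, 243 CPM in FGC1, 68.1 CPM in FGC2, 90.3 CPM in MGC1, and 48.1 CPM in MGC2. The SGP clusters held nos at 17.2 CPM (msSGP) to 64.5 CPM (pMSGP), so the pooled levels of FGC2 and MGC2 lay near the highest somatic one. Depth in pMSGP was uneven, with a mean of 49979.5 and a median of 2910 UMIs. A nos UMI was present in 46.2% of FGC2, 25% of MGC2, and 24.8% of pMSGP nuclei. Median depth also differed, with 10580.5 UMIs in FGC2 and 1787.5 in MGC2. The clusters held 92 nuclei in GC, 154 in FGC1, 390 in FGC2, 754 in MGC1, and 32 in MGC2. A single MGC2 nucleus carried 283462 UMIs, 80.2% of the UMIs of that cluster, and decides the pooled MGC2 values. CG4415 was at 71.5 CPM in GC, 95.1 CPM in FGC1, 213 CPM in FGC2, 190.1 CPM in MGC1, and 855 CPM in MGC2. When the snRNA counts were clustered here without the table, the adjusted Rand index against the paper's clusters was 0.570, and 593 MGC1 and 30 MGC2 nuclei fell into 1 cluster of 769 nuclei in which 0 germline markers were raised.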

A total of five germline clusters were called, one representing early, unsexed germ cells (GC) in addition to four sexed germline clusters, two for males and two for females (MGC1, MGC2, FGC1, and FGC2, Fig 1H). 

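The SGP clusters of the multiome library held 314 FSGP, 94 aMSGP, 125 pMSGP, and 51 msSGP nuclei. In their nuclear RNA the somatic marker Wnt2 was at 266 CPM in msSGP, 205 CPM in aMSGP, 94.1 CPM in pMSGP, and 42.8 CPM in FSGP, and at 7.52 to 17.0 CPM in GC, FGC1, FGC2, and MGC1. Its 62.3 CPM in MGC2 came from 22 UMIs in 1 nucleus. upd1 was at 195 CPM in aMSGP, 57.1 CPM in pMSGP, and 2.43 CPM in FSGP. CG5149 was at 377 CPM in FSGP and 44.7 CPM in aMSGP, and Six4 was at 375 CPM in msSGP.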

For SGPs, we identified one female cluster (FSGP) and three male ones, anterior, posterior, and male-specific (aMSGP, pMSGP, and msSGP, Fig 1H).

**Figure S2.**
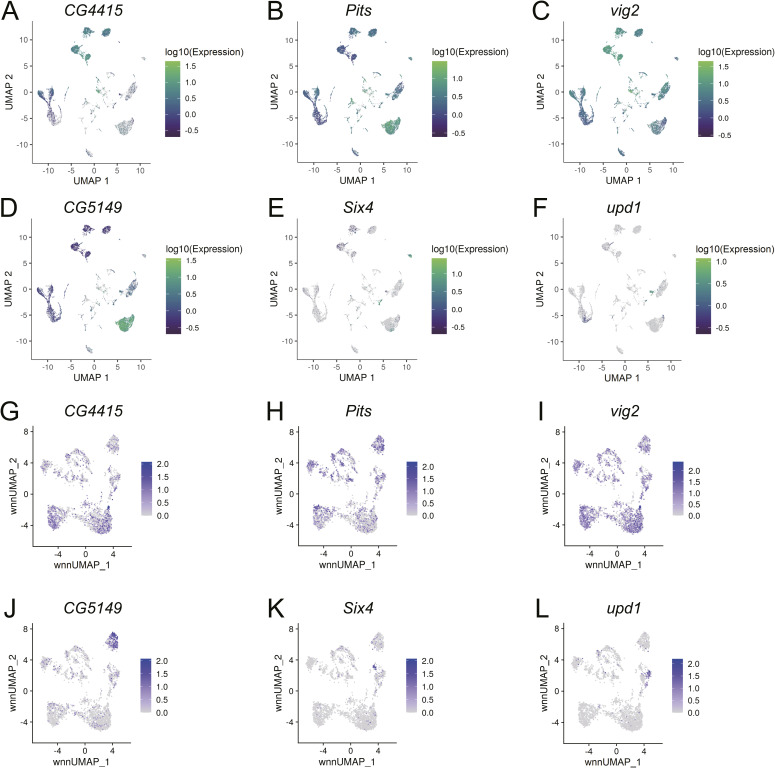
Expression profiles of key marker genes for delineating cell clusters in the genomics datasets. **(A, B, C, D, E, F, G, H, I, J, K, L)** The same marker genes were used for the scRNA (A, B, C, D, E, F) and multiome (G, H, I, J, K, L) datasets.** (A, G)** *CG4415* is a germline gene activated at zygotic activation. **(B, H)** *Pits* is a gene that is expressed more highly in the female germline than males after zygotic activation. **(C, I)** *vig2* is a gene that exhibits biased expression in the male germline compared with females after zygotic activation. **(D, J)** *CG5149* is a marker for FSGP. **(E, K)** *Six4* expression marks the msSGP population. **(F, L)** *upd1* expression is known to be enriched in male SGPs. Color codes for expression levels are on the right of plots.

Several of the marker genes we used here showed expression biases rather than specificities, and some of the biases were modest, for instance, in *Protein interacting with Ttk69 and Sin3A* (*Pits*) and *vig2*, which were used for differentiating between female and male germline clusters after zygotic activation (Fig S2B, C, H, and I). However, their enrichment patterns in one cell type over another were reproducible as demonstrated previously in the 0- to 8-h dataset and reinforced in the 8- to 20-h dataset newly reported here (Li et al, 2021).

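The female-to-male log2 ratio of Pits in the scRNA-seq cells was 0.88 [0.79, 0.97] at the first stage, 1.01 [0.95, 1.07] at the second, and 1.47 at the third, from 296.7 against 161 CPM, 315 against 157 CPM, and 293 against 106 CPM. Pits is X-linked, as are the genes by which the first and second stages were sexed. For vig2 the log2 ratios were −0.32 [−0.38, −0.27], −0.41 [−0.43, −0.38], and −1.22, from 545 against 681 CPM, 1091 against 1446 CPM, and 672 against 1563 CPM. The paper's values in Table S5 are 0.86 and 0.91 for Pits and −0.27 and −0.42 for vig2 at the first and second stages, calculated with DESeq2 on single cells. In the nuclei of the multiome library, Pits was at 146 CPM in FGC1 and 81.8 CPM in MGC1, and at 136 CPM in FGC2 and 90.6 CPM in MGC2, and vig2 was at 259 CPM and 366 CPM, and at 395 CPM and 861 CPM in the same order.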

### Window of chromatin decondensation in the early male germline

The clustering pattern of the combined multiome dataset was quite similar to that of the scRNA-seq data in regard to the relative positions of clusters (Fig 1E and H), and this was also the case when only the snRNA-seq data within the multiome dataset were used to perform clustering (Fig 2A). In comparison, clustering with the scATAC-seq data alone led to a major separation of the female germline clusters (FGC1 and FGC2) from the other three germline clusters (GC, MGC1, and MGC2, Fig 2B). This suggested that although gene expression patterns among all germline clusters shared many similarities, there were likely substantial differences in chromatin accessibility between germline clusters, and indeed, such differences were evident based on several common parameters for assessing ATAC-seq results. 

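The separation of clusters by accessibility was examined with the correlation of pooled log2 CPM of ATAC counts across the 19437 peaks, where the paper used latent semantic indexing. Peaks are not independent replicates. Pearson's r was 0.931 between FGC1 and FGC2, 0.819 between FGC1 and MGC1, 0.826 between FGC2 and MGC1, 0.654 between GC and MGC1, 0.619 between MGC1 and MGC2, and 0.666 between FGC2 and MGC2. The pooled sums differed, with 1965480 ATAC counts in FGC2, 803823 in FGC1, 370671 in MGC1, 114745 in GC, and 67904 in MGC2. The alternative that moved these values most was thinning every cluster to 67904 ATAC counts, which gave 0.501 between FGC1 and FGC2, 0.431 between FGC1 and MGC1, 0.427 between GC and MGC1, 0.449 between MGC1 and MGC2, and 0.494 between FGC2 and MGC2. At that depth MGC1 was about as close to FGC1 as to GC. Over the same cluster pairs the r of the pooled snRNA counts across genes was 0.934 to 0.981.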

Typically, ATAC-seq reads are concentrated around transcription start sites (TSSs) as these areas are less occupied by nucleosomes to allow transcriptional activation, and TSS enrichment values of most cell types are greater than 1 (Yan et al, 2020). 

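The values of TSS enrichment and FRiP in the paper rest on fragments, which were not used here. As a stand-in, the share of a cluster's ATAC counts in peaks within 250 bp of an annotated transcription start was computed, and 7909 of the peaks (40.7%) qualified. The share was 70.6% [70.5, 70.6] in FGC2 and 68.0% [67.9, 68.1] in FGC1. It was 64.1% [63.9, 64.4] in GC and 62.6% [62.4, 62.7] in MGC1. The SGP clusters had 65.7% in FSGP, 64.3% in aMSGP, within the interval of GC, 66.4% in pMSGP, and 65.2% in msSGP. In MGC2 it was 69.0% [68.7, 69.4], but 1 nucleus supplied 55748 ATAC counts, 82.1% of the cluster, and without it the share was 61.6%, an alternative chosen after seeing the data. The median over single nuclei was 63.3% in MGC2, 63.4% in GC, 63.0% in MGC1, 69.0% in FGC1, 71.4% in FGC2, and 63.8% to 65.5% in the SGP clusters. The largest shift under an alternative came from a window of 1000 bp, which gave 70.4% in MGC1 and 77.0% in FGC2.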

In our scATAC-seq dataset, the SGP clusters and FGC clusters exhibited the expected TSS enrichment values, whereas the values for GC, MGC1, and MGC2 were lower (Fig 2C). Another parameter, fraction of reads in peaks (FRiP), also reports the pattern of ATAC-seq reads in a cluster, and they are commonly greater than 0.3 (ENCODE Standards). FRiP values for SGP and FGC clusters matched expectations, whereas those for GC, MGC1, and MGC2 were again lower (Fig 2D).

**Figure 2.**
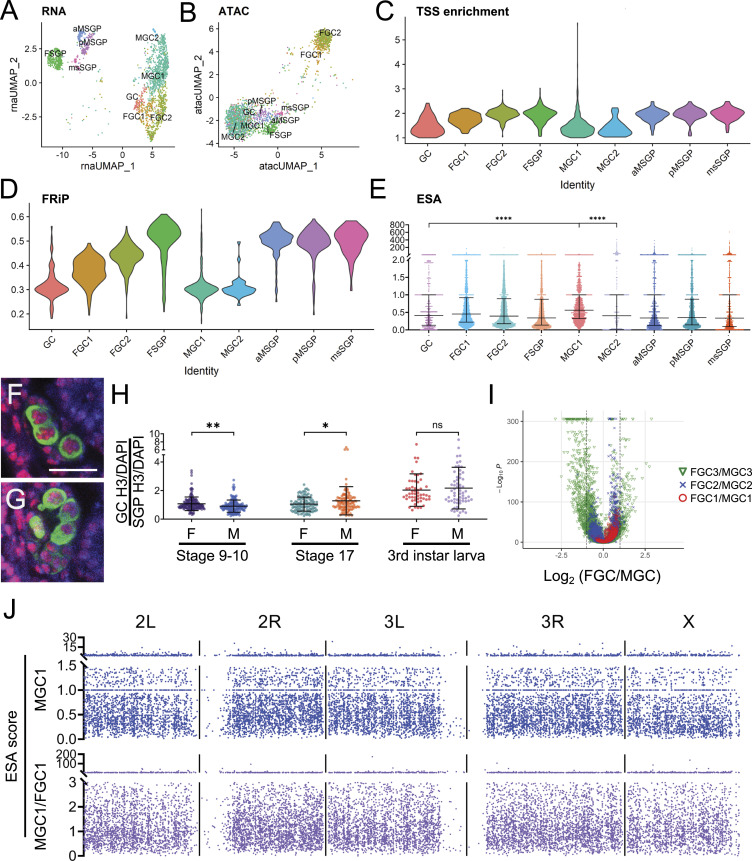
Chromatin structure of the embryonic germline. **(A)** Clustering pattern using the snRNA-seq data alone. **(B)** Clustering result with the scATAC-seq data alone. For (A, B), cell-type designations are the same as for the combined multiome dataset. **(C)** Violin plots of transcription start site enrichment values for all genes in individual clusters. **(D)** Violin plots of FRiP values for all genes within each cluster. **(E)** Box-and-whisker plots displaying end-to-start accessibility values for all genes from individual clusters. The three horizontal bars for each cluster from top to bottom mark the 75%, 50%, and 25% values. **** indicates *P* < 10^−5^. **(F, G)** Representative images of histone H3 staining (red) in the embryonic testis (F) and ovary (G). Samples were also stained with α-Vas (green) and DAPI (blue), and the two images are of the same magnification with the scale bar in (F) indicating 20 μm. **(H)** Quantitation of H3 signals in the female and male germline at three developmental stages, stage 9–10, stage 17, and third-instar larvae, for which only germline stem cells were scored. The three horizontal bars for each cluster mark from top to bottom the 75%, 50%, and 25% values. * and ** indicate *P* < 0.01 and 0.001, respectively; ns, not statistically significant. **(I)** Overlaying volcano plots depicting the female-to-male expression ratios on the x-axis for the three germline stages past zygotic activation with *P*-values plotted on the y-axis. Red, FGC1/MGC1; blue, FGC2/MGC2; green, FGC3/MGC3. **(J)** End-to-start accessibility values for individual genes plotted across all chromosomes, either for the MGC1 cluster (blue, top) or as relative values between MGC1 and FGC1 (purple, bottom).

These unexpected patterns suggested that the reads in GC, MGC1, and MGC2 were not be as focused as in other clusters, but it is important to rule out technical issues being the underlying cause of these results. The nuclei of the MGC1 and MGC2 clusters were collected and prepared together with those of the female GC clusters and all SGP ones, and the TSS enrichment and FRiP values outside of MGC1 and MGC2 were fully in line with standards (Fig 2C and D); if there were technical problems, nuclei for different clusters should all be affected. In addition, the scATAC-seq fragment sizes for GC, MGC1, and MGC2 were comparable to other clusters and consistent with expected patterns (Fig S3). Taken together, we considered the atypical values of TSS enrichment and FRiP in the MGC1 and MGC2 clusters unlikely to be artifacts but are reflecting the chromatin structure in these early male populations in being more open and different from other cell types and stages. This is a possibility that would not be unreasonable given that these early male germ cells were in a distinct phase: they were only a few hours post-specification and were undergoing major gene expression changes to initiate unique developmental processes.

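The clusters differed in depth per nucleus. The median was 4158.5 ATAC counts per nucleus in FGC1 (quartiles 2417 and 6358) and 3884.5 in FGC2 (2482 and 6018), against 215 in MGC1 (177 and 327), 208 in MGC2 (162 and 378), and 233.5 in GC (191 and 916). The SGP medians ran from 2298 in msSGP to 3409 in pMSGP. At least 1000 ATAC counts were reached by 146 FGC1, 376 FGC2, 42 MGC1, 23 GC, and 2 MGC2 nuclei. Nuclear RNA differed as well, with medians of 8887.5 UMIs in FGC1, 10580.5 in FGC2, 1607 in MGC1, 1787.5 in MGC2, and 2132.5 in GC. In MGC1 the share of ATAC counts near starts was 62.2% [62.0, 62.4] in the nuclei with at least 1000 counts and 63.0% [62.7, 63.2] in the other 712, while in GC it was 64.4% and 62.6%. From the joint preparation of the nuclei of all clusters and from fragment sizes, the paper reasons that an artifact is improbable and proposes that the values reflect more open chromatin in early male germ cells.

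**Figure D2:**
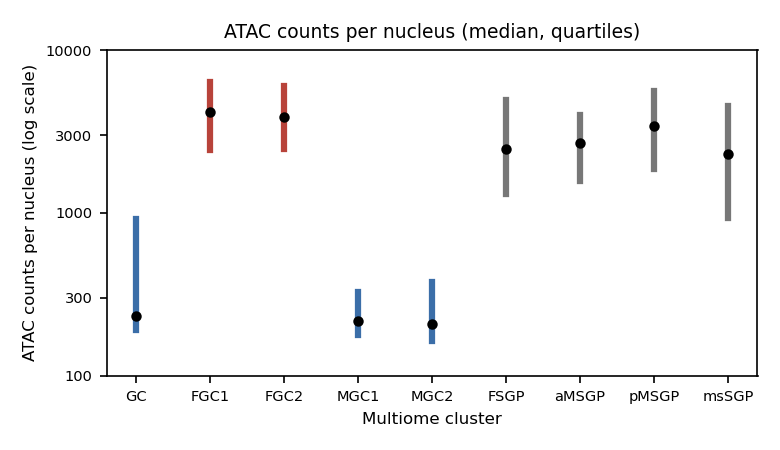
ATAC counts per nucleus (log axis) in each of the 9 clusters of the multiome library, with a dot at the median over nuclei and a bar between the quartiles. GC, MGC1, and MGC2 have medians of 233.5, 215, and 208, and every other cluster has a median above 2000.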

**Figure S3.**
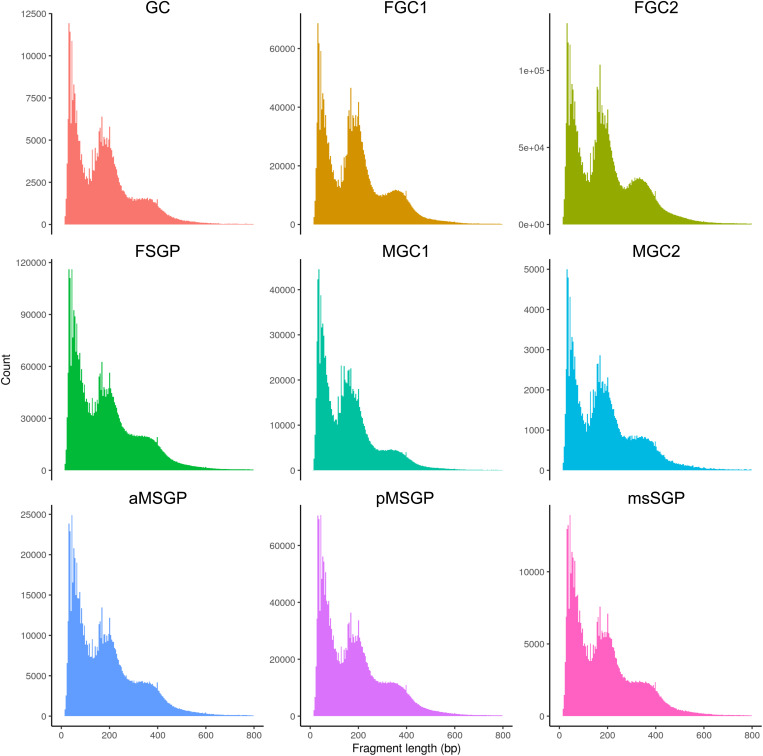
Distribution of scATAC-seq fragment lengths of various clusters by plotting the number of reads (y-axis) of a given size (x-axis).

These observations prompted us to examine the distribution of ATAC-seq reads on example genes to investigate the origin of differences in TSS enrichment and FRiP values for various clusters. 

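The genes CG32486 and CG18605 carry 2 peaks each in these data. On BDGP6, CG32486 (FBgn0266918) lies on the minus strand of 3L from 3055908 to 3070839, and CG18605 (FBgn0034411) on the plus strand of 2R from 18977514 to 18979279, which makes it 1766 bp long. Peaks within 250 bp of the start of CG32486 held 330 ATAC counts in FGC1 and 933 in FGC2, out of 576 and 1626 over the whole gene. Those at the start of CG18605 held 41 and 111, out of 58 and 137. No peak lay within 250 bp of the annotated end of either gene, so the counts at both ends were 0 in every cluster.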

For FGC1 and FGC2, most genes we examined had ATAC-seq read patterns concentrated around TSSs as in two example genes given here, *CG32486* and *CG18605* (Fig S4A and B). Both genes were up-regulated at zygotic activation with *CG18605* showing much greater germline specificity (Fig S4C and D). 

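CG32486 was at 72.9 CPM in the GC-like scRNA-seq cells, 441 CPM at the first stage past zygotic activation, and 234 CPM at the second. It was also present in somatic cells, at 535 CPM in FSGP-like and 240 CPM in male SGP-like cells. CG18605 rose from 20.5 CPM in the GC-like cells to 137 CPM at the first and 247 CPM at the second stage, against 32.8 CPM in FSGP-like and 17.4 CPM in male SGP-like cells.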

Interestingly, ATAC-seq reads in *CG32486* in the GC, MGC1, and MGC2 clusters exhibited strong TSS enrichment (Fig S4A), but for *CG18605*, the extents of read concentration around TSSs in GC and MGC2 clusters were less than those in FGC clusters, and in MGC1, the reads were widely spread across the entire gene body (Fig S4B). This pattern could be an outlier, or it can be reflective of the chromatin state of most loci for cells of the MGC1 cluster; thus, it was important to quantitatively examine the distribution of ATAC-seq reads for all genes. 

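At the start of CG32486 the peaks held 37 ATAC counts in GC, 141 in MGC1, and 19 in MGC2, out of 68, 260, and 33 over the gene. Scaled to 1000000 ATAC counts of the cluster, the start held 322 in GC, 380.4 in MGC1, and 279.8 in MGC2, beside 410.5 in FGC1 and 475 in FGC2. At the start of CG18605 there were 8 ATAC counts in GC, 9 in MGC1, and 4 in MGC2, out of 11, 23, and 4 over the gene. Scaled in the same way, its start held 69.7 in GC, 24.3 [11.1, 46.1] in MGC1, and 58.9 in MGC2, beside 51.0 in FGC1 and 56.5 [46.5, 68.0] in FGC2. Counts this small, held in 2 peaks, do not show how reads spread over the gene body.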

For this purpose, we introduced an “end-to-start accessibility” (ESA) score that can be calculated for each gene for all cells in a cluster. It is defined as the ratio of the number of reads within ±250 bp of the ends of transcripts to the number of reads within ±250 bp of TSSs (Fig 2E). Higher average ESA values for a cluster would indicate broader distribution of ATAC-seq reads, whereas lower scores would be expected for clusters whose reads are focused around the 5′ end of genes. Using this parameter, we indeed saw that MGC1 had significantly higher ESA scores compared with GC and MGC2 (Fig 2E), the two clusters of germline stages immediately abutting that of MGC1. This finding was consistent with the gene-by-gene patterns we observed for ATAC-seq and revealed that chromatin accessibility was particularly deconcentrated in MGC1, suggesting altered nucleosome density and patterning in this cell stage.

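ESA was computed here from peaks, as the ATAC counts of peaks that overlap the 250 bp on either side of a gene's end divided by those of peaks that overlap the 250 bp on either side of its start, over the pooled nuclei of a cluster. Of 23973 genes, 9815 had a peak at the start, 4405 had one at the end, and 2978 had both. For 59.5% of the latter the same peak covered both ends, which sets the score to 1 unless a further peak overlaps 1 of the ends alone. Because most genes had no peak at the end, the median over genes with a count at the start was 0 in GC, FGC1, FGC2, MGC1, and MGC2. With counts summed over all genes, the score was 0.282 in GC, 0.272 in FGC1, 0.267 in FGC2, 0.276 in MGC1, and 0.263 in MGC2. The alternative that moved the median most was restricted to genes with separate peaks at both ends and was chosen after the zero medians were seen. Over the 1206 such genes with counts at the start, the median was 0.727 [0.681, 0.795] in MGC1, 0.696 [0.645, 0.759] in FGC1, and 0.668 [0.612, 0.735] in FGC2. In GC it was 0.667 [0.629, 0.750] over 1179 genes, and in MGC2 0.600 [0.5, 0.667] over 1103 genes, with the largest nucleus included. These intervals reflect the spread over genes. Gene by gene, a comparison added later, ESA was higher in MGC1 for 53.9% [51.0, 56.7] of the genes that differed from FGC1, 55.7% [52.9, 58.5] from FGC2, 52.6% [49.7, 55.5] from GC, and 55.1% [52.1, 58.1] from MGC2. With both clusters thinned to the smaller sum, the means of 20 draws were 53.0%, 55.4%, 50.6%, and 53.6%, and 50.9% (45.1 to 55.9) against MGC2 without its largest nucleus.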

**Figure S4.**
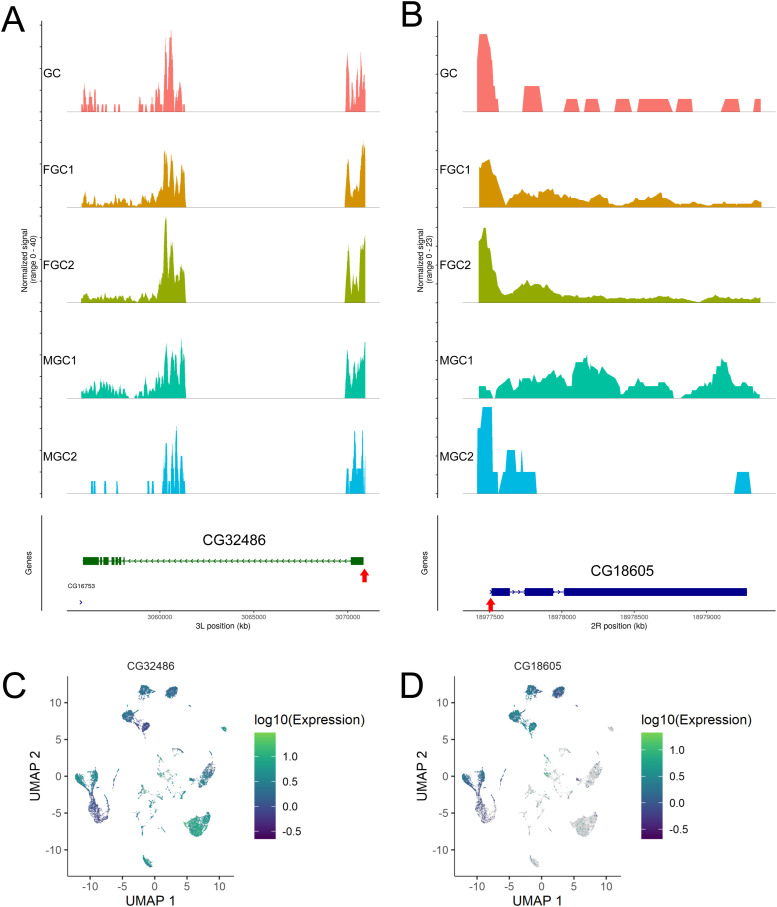
Profiles of two examples of zygotically activated germline genes, *CG32486* and *CG18605*. **(A, B, C, D)** Distributions of scATAC-seq reads in different clusters are as indicate (A, B) and gene expression in the scRNA-seq dataset are shown for comparisons (C, D). Red arrows in A and B indicate TSS positions.

To corroborate the finding that chromatin structures in different germline clusters were distinct, we performed immunofluorescence staining for histone H3 in the developing germline as a proxy for nucleosome density (Fig 2F and G). We were able to observe dynamic sex and stage differences in histone H3 staining intensities of the developing germline (Fig 2H). In stage 9–10 germ cells, male H3 staining was lower in average intensity compared with females, but this trend is reversed in late-stage (stage 17) embryonic germline and in the third-instar larva, the stage at which female germline start to develop. These changes corresponded to differences in the timeline of male versus female germline development: the male germline initiates division and differentiation in late embryogenesis, whereas female ones do not start developing until the third-instar larval stage. This difference in developing timing was reflected in our scRNA-seq results: in the first stage post-zygotic activation, a handful of genes exhibited female-biased expression, but by the third stage, sex-biased germline genes were overwhelmingly male-biased (Fig 2I). 

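For each stage past zygotic activation, the female-to-male ratio of CPM was computed for genes with at least 200 UMIs in both sexes together, 5474 genes at the first stage, 6370 at the second, and 6192 at the third. Genes were ranked with 0.5 CPM added to both sexes, and ratios of single genes are given without it. Among the 50 genes with the largest ratios in either direction, 49 were female-biased at the first stage, 36 at the second, and 37 at the third. Of these female-biased genes 48, 33, and 23 were X-linked. The 5th, 50th, and 95th percentiles of the log2 ratio were −0.30, −0.05, and 0.75 at the first stage, −0.56, −0.15, and 0.79 at the second, and −1.15, −0.09, and 1.22 at the third. Genes were not counted as sex-biased, since 1 library per stage allows no test. The alternative that moved the tally most was the UMI minimum of 50 instead of 200, under which 20 of the 50 largest ratios at the second stage were female-biased.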

The immunostaining results of histone H3 suggested that nucleosome density in the germline is developmentally regulated to support stage-specific and sex-specific gene expression regulation.

We further wondered whether the unique chromatin accessibility and nucleosome patterns in MGC1 are arranged in large domains. To address this point, we plotted ESA values of all genes along individual chromosomes for the MGC1 cluster; we also graphed the relative values of MGC1 ESA scores divided by those of FGC1 to eliminate non-specific locus variations. 

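Positional clustering of ESA was tested here on the 1206 genes with separate peaks at start and end, which were placed in order along the chromosomes. ESA and the ratio were taken as log2 values, with a small constant added to the counts. In MGC1 the correlation of a gene's ESA with that of its neighbour was −0.008, within the range of −0.059 to 0.055 over 1000 shuffles of gene order that holds 95% of them. For the ratio of MGC1 to FGC1 it was 0.013, within −0.055 to 0.057. Windows of 1 Mb with few genes were left out, and the SD of the median log2 value was taken over the remaining 110. This SD was 0.560 in MGC1, with 0.508 to 0.658 over 200 shuffles, and 0.333 for the ratio, with 0.257 to 0.344. No stretch beyond chance was detectable with this number of genes.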

For both plots, the ranges of values appeared to be randomly distributed along all chromosomes without any stretches that were consistently higher or lower (Fig 2J). This indicated that the more evenly distributed chromatin accessibility in MGC1 is not a product of specific domains being regulated differently but rather a general feature of the entire genome. We will note that not all genes in cells of the MGC1 cluster exhibited the evenly spread-out ATAC-seq read pattern such as that observed in *CG18605* (Figs 2E and S4A and B). This could be a result of the epigenome reorganization process having occurred rapidly, and that of the chromatin structure at various loci not being fully synchronized. Our data here did not address the physiological significance of the unique and transitional nature of chromatin patterns in MGC1 nor the mechanisms underlying this phenomenon. However, these observations suggested that the early male germline undergoes a short period during which epigenome reorganization occurs; potential implications of this feature are presented in the Discussion section.

### Involvement of long-range chromatin regulators in the embryonic germline

The establishment and maintenance of the unique germline lineage after zygotic activation requires the expression of genes specific to the germ cells. The most common strategy for cell type–specific gene expression is through TFs regulating gene expression in a cell type–restricted manner. Post-transcriptional mechanisms can also alter the steady-state RNA levels of a gene. Our previous scRNA-seq analyses indeed indicated that mechanisms beyond regulating transcriptional activation such as promoter-proximal RNA polymerase II pausing and controlling RNA stability contribute to the establishment of a germline-biased gene expression program during zygotic activation (Li et al, 2021). Nonetheless, there is clearly a set of genes that are being transcriptionally activated in a germline-enriched manner.

To investigate how germline-biased transcriptional induction is achieved, we wanted to use our datasets to identify consensus DNA motifs enriched on genes that are selectively transcribed in the embryonic germline compared with soma, and such analysis would require data on transcriptional activities of genes in both the germline and soma. For the germline, we reasoned that our snRNA-seq dataset was a better resource than the scRNA-seq data as the latter measured steady-state mRNA levels, whereas profiles of nuclear RNA would more closely follow levels of ongoing transcription. For somatic transcriptional levels, we referenced a global run-on sequencing (GRO-seq) study that profiled nascent transcripts in 3- to 3.5-h-old embryos (Saunders et al, 2013). The ratios of snRNA-seq for various germline clusters from our dataset to GRO-seq for soma would approximate how much transcriptional activity of each gene is biased toward the embryonic germ cells. Though the age of embryos in the GRO-seq dataset is not identical to our germline data, it is a time point shortly after zygotic activation in the somatic embryo has occurred; thus, we consider it to be a reasonable comparison with the data we acquired for the embryonic germline right after its own zygotic activation.

With the above formula, we calculated the germline-to-soma transcription ratios of all genes using snRNA-seq expression values from the four germline clusters post-zygotic activation (MGC1, MGC2, FGC1, and FGC2, Table S1). 

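The part of Table S1 at hand, described for the multiome library, lists genes by their ratio of snRNA-seq to GRO-seq signal, and the GRO-seq data were not analysed here. The 150 leading genes of each list, taken as a set, overlapped between clusters. FGC1 and FGC2 shared 117 of them, FGC2 and MGC2 105, FGC1 and MGC2 87, FGC2 and MGC1 64, FGC1 and MGC1 63, and MGC1 and MGC2 62. All 4 lists held 57 genes in common.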

The top 150 genes from each of the resulting lists were used in the searches for common DNA sequences by performing motif discovery analysis in the 500-bp regions upstream of the TSSs. Once identified, the motifs were then matched to known binding sites of TFs within the footprintDB database to reveal the most likely associated factor (Sebastian & Contreras-Moreira, 2014). The top two binding sites found for all four post-zygotic activation germline clusters were the same: those of M1BP and BEAF-32/Dref/Pnr (Fig 3A and Table S2). 

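Motif discovery was not rerun. Instead, the 500 bp upstream of the start of each of the 150 leading genes were searched on both strands for the M1BP consensus GGTCACAC and the BEAF-32 consensus TATCGATA. The M1BP consensus lay upstream of 18.1% of the listed genes in FGC1, 16.8% in FGC2, 17.4% in MGC1, and 18.0% in MGC2. Among 10000 random lists matched on snRNA level, these shares stood at percentiles 85.4, 70.4, 84.3, and 93.7. The BEAF-32 consensus lay upstream of 18.1% in FGC1 and in FGC2, 24.8% in MGC1, and 17.3% in MGC2, at percentiles 6.78, 1.65, 88.5, and 1.03. The random lists were drawn from genes with at least 1 UMI per nucleus, which left 930 genes in FGC1, 1041 in FGC2, 1025 in MGC2, and 165 in MGC1. As 149 of the 165 were on the MGC1 list, the percentiles for MGC1 carry no information. A match to an exact consensus misses degenerate sites that a motif search finds. The percentiles moved most for M1BP in MGC2, to 65.9 with 250 bp upstream, and next for BEAF-32 in FGC2, to 27.9 when random lists were not matched on snRNA level. The paper proposes from the shared motifs that regulation of chromatin at a broad scale takes part in germline gene activation.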

The consensus motifs of BEAF-32, DNA replication-related element factor (Dref), and Pannier (Pnr) are very similar; thus, they likely represented the same pair of the binding site and associated TF. M1BP has been reported to act as a TF and a boundary element binding protein (Bag et al, 2021). Interestingly, BEAF-32 is also known to be associated with boundary elements (Gerasimova & Corces, 1996). Boundary elements are able to regulate chromatin structure at a larger scale; thus, the potential involvement of M1BP and BEAF-32 in germline gene activation implied the presence of broad-scale chromatin organizational mechanisms in regulating germline gene expression. Aside from the binding sites of M1BP and BEAF-32, several other motifs were found to be over-represented in genes exhibiting the strongest germline expression biases (Table S2). Thus, germline-specific expression is most likely established via multiple different strategies, some potentially acting over longer distances whereas others functioning on a set of nearby loci.

Table S1. Comparisons of gene transcriptional activity using snRNA-seq expression values in the embryonic germline and GRO-seq gene body expression values in the embryonic soma.

**Figure 3.**
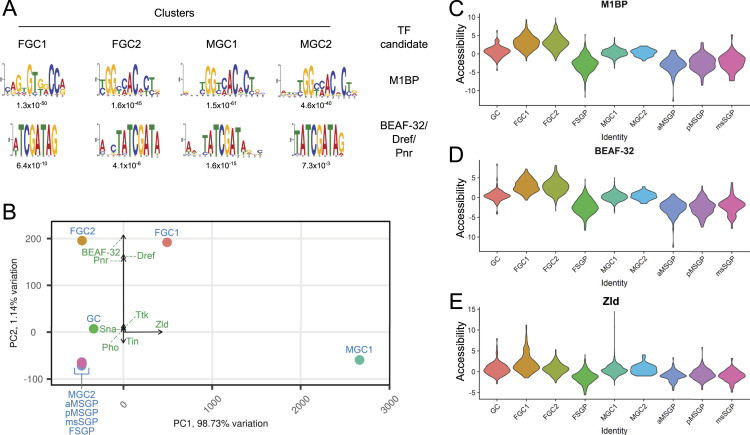
Profiles of top candidate factors with the ability to regulate gene expression. **(A)** Two most enriched DNA binding motifs in the promoter regions of the top 150 genes exhibiting strongest biases in gene expression for each of the indicated germline clusters compared with that of embryonic soma. The factor most likely associated with each sequence is annotated on the right, and the *E*-values for each motif are indicated below. **(B)** PCA plot demonstrating the relationships of overall TF binding site chromatin accessibility between clusters, which are designated with solid circles and labeled in blue. The lengths and directions of arrows represent the contribution levels and directions, respectively, of the most significant TFs, whose identities are labeled in green. **(C, D, E)** Violin plots displaying accessibility scores of the binding sites of three of the TFs that exhibit the strongest cluster-biased patterns. **(C)** M1BP, (D) BEAF-32, and (E) Zld.

Table S2. Common motifs discovered in genes enriched at the transcriptional level in the indicated germ cell populations post-zygotic activation.

Our data on chromatin accessibility provided an additional angle from which we can investigate the contributions of TFs and chromatin regulators. We determined accessibility for all sites of all TF binding motifs within individual clusters and performed PCA to determine overall similarities in TF accessibility between different clusters (Fig 3B and Table S3). The female germline clusters (FGC1 and FGC2) were located near each other but separated from other germline clusters. Intriguingly, the MGC1 cluster was positioned distinctly and far away from all others, whereas MGC2 was located very close to the SGP clusters (Fig 3B). 

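A PCA of the accessibility indices in Table S3, which are the authors' values for 143 motifs in 9 clusters, placed 98.7% of the variance on PC1 and 1.14% on PC2, which matches the percentage printed on the axis of Fig. 3B. The motif of Zld (vfl in the table) held 99.99% of the squared loading of PC1. The authors' index for this motif is 3135 in MGC1, 960.4 in FGC1, and 136 in GC, while 130 of the values in the table are below 0 and the median of absolute values is 1.13. On PC1 the gap between MGC1 and the next cluster spanned 69.4% of the range. With the Zld motif left out, this gap fell to 0.442% of the range, the alternative that moved it most, and GC was then the cluster with the widest gap, 26.0%. The cluster nearest to MGC2 on the first 2 components was msSGP. The paper proposes from the distance of MGC1 and the closeness of MGC2 to the SGP clusters that MGC1 passes through a transitional phase.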

The uniqueness of MGC1 TF accessibility compared with its subsequent developmental stage, MGC2, whose pattern more closely resembled those of somatic clusters, suggested that MGC1 was undergoing a transitional phase before its chromatin profile converged with a more typical state observed in the embryonic somatic gonad as manifested by MGC2. These implications were reminiscent of what ESA scores revealed regarding the chromatin status of the male germline clusters. Together, our analyses suggested that the initiation of the male germline program requires a broad genome-wide reorganization at the chromatin level.

Table S3. Accessibility indices of TFs in the footprintDB database in different clusters.

We further looked into accessibility indices of the individual TF binding site and were excited to find both M1BP and BEAF-32 as factors whose binding sites were among those exhibiting the greatest accessibility differences between clusters (Table S3). In fact, BEAF-32 appeared to be the biggest contributor to the separation of the female germline clusters from others (Fig 3B). 

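On PC2 the motif with the largest share of the squared loading was M1BP, with 48.4%, followed by BEAF-32 with 22.6% and by Dref with 14.4% and pnr with 13.3%, whose motifs resemble that of BEAF-32. With the Zld motif left out, the FGC clusters lay apart on PC1, where M1BP held 48.4%. The authors' index for BEAF-32 is 152 in FGC2, 94.5 in GC, and 92.9 in FGC1, and that for M1BP is 212 in FGC1, 154 in FGC2, and 16.8 in GC. In MGC1, MGC2, and the SGP clusters the indices of both motifs lie between −0.779 and 4.32.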

Accessibility differences could also be visualized by graphing values of the individual TF for each cluster side by side (Figs 3C–E and S5A–D). 

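Peaks holding the consensus sequence of a factor were counted here, 1048 for M1BP and 1096 for BEAF-32, and their share of a cluster's ATAC counts was divided by their share over all assigned nuclei. chromVAR, which the authors used, was not rerun. For M1BP this relative accessibility was 1.12 in FGC2, 1.07 in FGC1, 1.04 in MGC2, 0.953 in GC, and 0.917 in MGC1, beside 0.934 in FSGP, 0.875 in aMSGP, 0.946 in pMSGP, and 0.918 in msSGP. For BEAF-32 it was 1.12 in FGC2, 1.08 in FGC1, 1.02 in MGC2, 0.965 in GC, and 0.901 in MGC1, beside 0.942 in FSGP, 0.869 in aMSGP, 0.941 in pMSGP, and 0.906 in msSGP. Without the MGC2 nucleus that holds most of the counts, the MGC2 values were 0.921 and 0.925. In peaks near starts alone, the M1BP value of MGC1 was 0.977 and that of FGC2 1.08.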

For both M1BP and BEAF-32, accessibility indices of their binding sites were higher in all germline clusters compared with somatic ones, but there was another level of difference, and it was between the values for FGC clusters and other germline ones (Fig 3C and D). These suggested that M1BP and BEAF-32 are important for all germline clusters, but their roles and effects in various stages of germ cells are different.

**Figure S5.**
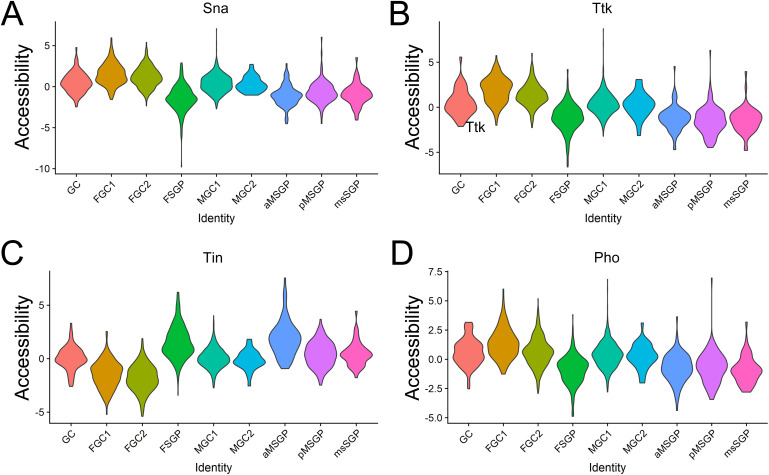
Graphs of accessibility indices by cluster for four TF binding sites that exhibited strong cluster-biased patterns and were found to be key differentiating factors between clusters based on overall TF accessibility (Fig 3B). **(A, B, C, D)** Snail (Sna), (B) Tramtrack (Ttk), (C) Tinman (Tin), and (D) Pleiohomeotic (Pho).

Yet, another interesting binding site exhibiting accessibility bias was that of Zld (Fig 3E and Table S3), the pioneer factor critical for zygotic activation in the fruit fly embryonic soma (Liang et al, 2008). 

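The Zld consensus CAGGTAG was present in 931 peaks. Their relative accessibility was 1.13 in FGC1, 1.12 in MGC1, 1.1 in GC, 1.04 in FGC2, and 1.02 in MGC2, and it was 0.925 in FSGP, 0.934 in aMSGP, 0.939 in msSGP, and 0.963 in pMSGP. In the 42 MGC1 nuclei with at least 1000 ATAC counts it was 1.15. Without the largest nucleus of a cluster, chosen after seeing the values, MGC1 had 1.09 and MGC2 1.08.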

Pioneer factors are also known to direct reorganizations of chromatin domains; thus, Zld could be part of the mechanism alongside M1BP and BEAF-32 to direct chromatin structural changes that are necessary for the activation of germline gene expression.

### Partial dosage compensation of the germline X chromosome at the gene expression and chromatin level

Dosage compensation is a common process that cells between the two sexes employ to equalize the expression of genes residing on the sex chromosome as their copy numbers are different between cells of the two sexes. In the soma of fruit flies, the complex that mediates the up-regulation of the single male X chromosome so that X chromosome genes in male and female cells can be expressed at similarly optimal levels has been long known and is initiated by Sxl, which also controls somatic sex determination (Conrad & Akhtar, 2012). This complex does not operate in the germline, and the emerging picture is that dosage compensation of X chromosome genes in the germline is most likely dynamic and stage-dependent (Rastelli & Kuroda, 1998; Deng et al, 2011; Mikhaylova & Nurminsky, 2011; Meiklejohn & Presgraves, 2012; Vibranovski et al, 2012; Mahadevaraju et al, 2021).

Embryonic germline dosage compensation can be examined by calculating the relative gene dosage between male and female germline. If the expression level of a gene is the same between the male and female germline, the sex expression ratio would be 1, which is expected for autosomal genes. If there is complete dosage compensation in the germline, the same ratio would be expected for X chromosome genes. In contrast, the expected female-to-male expression ratio for X chromosomal genes would be 2 in the absence of dosage compensation as female cells carry two copies of the X chromosome as compared to just one in males. We had the data in the 0- to 8-h and 8- to 20-h scRNA-seq results to cover 12 h past the point of zygotic activation, the time during which dosage compensation, if it exists in the germline, should be enacted. For this analysis, we included the genes designated as being zygotically activated in the germline based on gene expression comparisons between the second germline stage post-zygotic activation (averages for FGC2 and MGC2) and the GC cluster (Table S4).

Table S4. List of zygotically activated genes in the germline determined by comparing the average expression of genes in the MGC2 and FGC2 clusters with that in the GC clusters.

After determining female-to-male gene expression ratios of the zygotically activated genes in the three successive germline stages post-zygotic activation, several trends were evident. 

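All 345 genes of Table S4 were found in the scRNA-seq matrix, 282 on autosomes and 60 on the X chromosome, and genes with at least 20 UMIs in both sexes together were used. The mean female-to-male ratio of CPM over autosomal genes was 0.921 [0.915, 0.930] at the first stage (281 genes), 0.895 [0.891, 0.898] at the second, and 1.02 [1.01, 1.02] at the third. The median at the third stage was 0.933. By chromosome arm, the means at the first stage were 0.913 on 2L, 0.928 on 2R, 0.915 on 3L, and 0.924 on 3R. Autosomal genes with a ratio above 1 numbered 45, 44, and 118 at the successive stages, and those above 2 numbered 0, 0, and 9. CPM divides by all UMIs of a class, so higher X-linked expression in females lowers the autosomal ratio by construction.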

First, sex expression ratios for autosomes were close to 1 right after zygotic activation, but they deviated more frequently and further from 1 as they progressed along developmental time (Fig 4A), indicating that expression differences between males and females widen as germ cells develop. However, the averages for autosomal genes remained very close to 1 (Fig 4C). 

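On the separate arms the mean ratio at the second stage was 0.894 on 2L, 0.91 on 2R, 0.874 on 3L, and 0.898 on 3R, and at the third stage 0.94 on 2L, 1.1 on 2R, 0.973 on 3L, and 1.03 on 3R. Over all autosomal genes with at least 200 UMIs, without regard to zygotic activation, the mean was 0.944, 0.869, and 0.953 at the successive stages.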

For the X chromosome, average gene expression was higher in females than in males, but the female-to-male ratios were far less than 2 (1.12–1.31 for the three stages, Fig 4A and C). This moderate X chromosome–wide female-biased expression was observed immediately after zygotic activation in the germline, and it persisted throughout embryogenesis. These clearly suggested the presence of germline X chromosome gene dosage compensation, but the effectiveness of this mechanism is not 100%.

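For the 60 X-linked genes of Table S4, the mean female-to-male ratio was 1.61 [1.58, 1.65] at the first stage, 1.73 [1.71, 1.75] at the second, and 2.52 [2.44, 2.62] at the third. The median over genes was 1.59, 1.69, and 1.89. A ratio above 1 was found for 59, 60, and 53 genes, and a ratio above 2 for 4, 8, and 28. Of the alternatives set beforehand, the one that moved these means most upward left out a random set of X-linked genes from clustering and sexing and gave 2.93 on that set at the third stage. The 929, 1139, and 1125 X-linked genes with at least 200 UMIs had means of 1.55, 1.64, and 1.97. The first and second stages were sexed by X-linked genes. When the sexing used a set of these genes and the ratio was taken on Table S4 genes left out of it, the mean was 1.60 and 1.64 at the first stage and 1.68 and 1.79 at the second for the 2 sets. The third stage was separated by clustering. Set beside the portion of Table S5 used here, the median log2 ratio of X-linked genes was 0.65 against the paper's 0.45 at the first stage (817 genes) and 0.74 against the paper's 0.61 at the second (766 genes), a comparison added after seeing the data. That portion holds the first 1999 of 7814 genes and the first 1999 of 4470. It is rich in X-linked genes, which were 929 of the 5474 first-stage genes with at least 200 UMIs here. The medians therefore hold for the listed genes and not for all X-linked genes. The paper reasons that full compensation gives a ratio of 1 and its absence a ratio of 2, and from averages between these it proposes that dosage compensation exists in the germline and is incomplete. Higher X-linked expression in females lowers CPM ratios of X-linked genes as well as autosomal ones. The autosomal means beside them were 0.921, 0.895, and 1.02. In simulated first-stage cells, an X-linked fold of 1.6 gave an expected CPM ratio of 1.50. With autosomal expression unchanged, absent compensation would thus give a CPM ratio below 2.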

**Figure 4.**
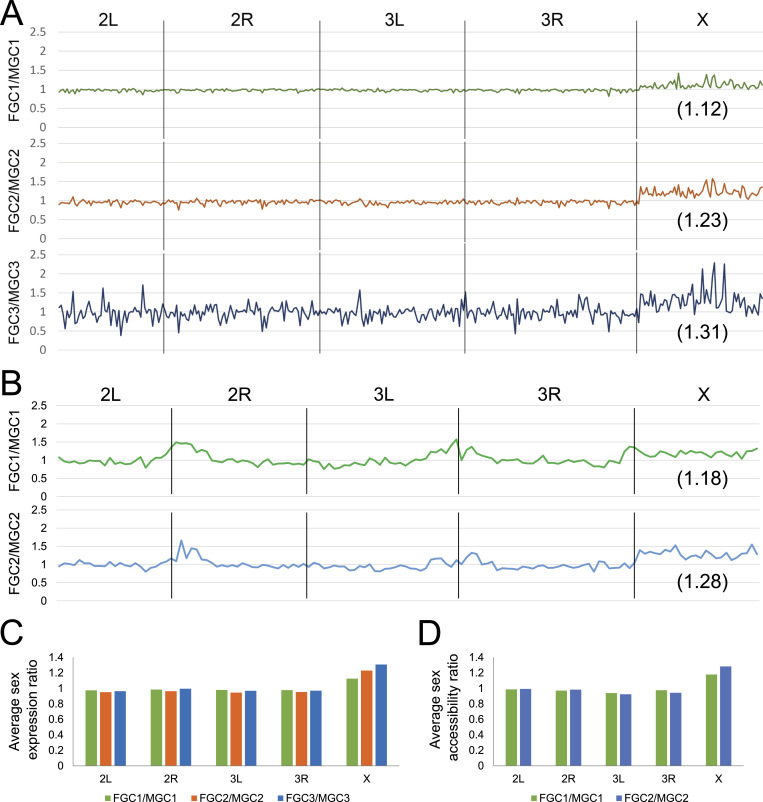
Genome-wide comparisons of female-to-male gene expression and chromatin accessibility for the determination of germline dosage compensation. **(A)** Female-to-male gene expression ratios across autosomes and the X chromosome for the three germline stages past zygotic activation from the scRNA-seq dataset. **(B)** Female-to-male accessibility ratios for autosomes and the X chromosome for the two germline stages post-zygotic activation from the scATAC-seq dataset. For both (A, B), the numbers in parentheses indicate the average of all ratios on the X in the respective germline stages. **(C)** Averages of female-to-male expression ratios for genes on individual chromosomes in the three germline stages based on the scRNA-seq dataset. **(D)** Averages of female-to-male accessibility indices separated by chromosomes in the two successive germline stages post-zygotic activation based on the scATAC-seq data.

We further addressed germline dosage compensation at the level of chromatin accessibility as dosage compensation is commonly regulated in part by altering chromatin structure in a sex-specific manner, including in the fruit fly soma (Samata & Akhtar, 2018), and this is an aspect that has not been investigated in germline dosage compensation. Our scATAC-seq results were able to provide the answer to whether X chromosome accessibility reflects the presence of dosage compensation observed at the level of gene expression. We calculated “accessibility indices” for every 1-Mb region along all chromosomes, and these values would reflect how open genomics regions were based on the number of ATAC-seq reads mapping to each window. For autosomes, we found that the female-to-male ratio for accessibility indices of germline clusters hovered around 1 (Fig 4B and D), consistent with there being no sex biases in gene expression levels on autosomes. In comparison, the female-to-male ratios of accessibility indices for the X chromosome were higher than 1 but clearly less than 2 (Fig 4B and D), a finding comparable to what was found at the gene expression level. 

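Accessibility was compared in windows of 1 Mb by the ratio of CPM of ATAC counts, 24 windows on the X chromosome and 114 on autosomes. The mean female-to-male ratio on the X chromosome was 1.17 [1.16, 1.18] for FGC1 to MGC1 and 1.38 [1.36, 1.43] for FGC2 to MGC2. On autosomes it was 1.05 [1.04, 1.08] and 0.992 [0.978, 1.07]. Without the MGC2 nucleus that holds most of its counts, the second-stage ratio on the X chromosome was 1.24. The largest shift set beforehand came from scaling to autosomal counts, which gave 1.47 for the X chromosome at the second stage. FGC1 and FGC2 were not uniform in X share. In FGC2 the X chromosome held 13.8% of the ATAC counts of the 130 nuclei with the lowest snRNA X share and 21.5% of those of the 130 nuclei with the highest, and in FGC1 14.4% and 19.3% over 51 nuclei each. The ratios above are means over these mixtures.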

The compensatory effect of chromatin accessibility on X chromosomes between male and female germline could be a result of the female X chromosomes being less accessible or the male X becoming hyperaccessible. To address this point, we counted the total number of scATAC-seq reads mapping to the X chromosomes in both male and female germ cells. In female germ cells, the tallies, compared with those for autosomes, were proportional to their chromosomal lengths (Fig S6A), indicating that the female X chromosome has not become less accessible. For the male clusters, X chromosome read tallies were only slightly reduced compared with those for females even though male germ cells had just half the number of X chromosomes compared with females. This makes the number of reads per X chromosome in males much higher than that in females, indicating that the male X chromosomes do have increased accessibility. This characteristic likely enables higher X chromosome gene expression to help achieve dosage compensation.

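Relative to 2L, the ATAC counts on the X chromosome were 0.970 [0.962, 0.977] in FGC1 and 1.01 in FGC2, and 0.815 [0.806, 0.825] in MGC1 and 0.712 [0.693, 0.732] in MGC2. Unsexed GC nuclei had 0.851. In the soma of the same library the ratio was 1.18 in FSGP, 0.707 in aMSGP, 0.684 in pMSGP, and 0.767 in msSGP. The number of peaks on the X chromosome was 0.778 of that on 2L. The end positions of the last peaks, a stand-in for chromosome length, had a ratio of 1.00. Without its largest nucleus MGC2 had 0.923. From the number of reads per X chromosome, the paper concludes that the male X has increased accessibility.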

**Figure S6.**
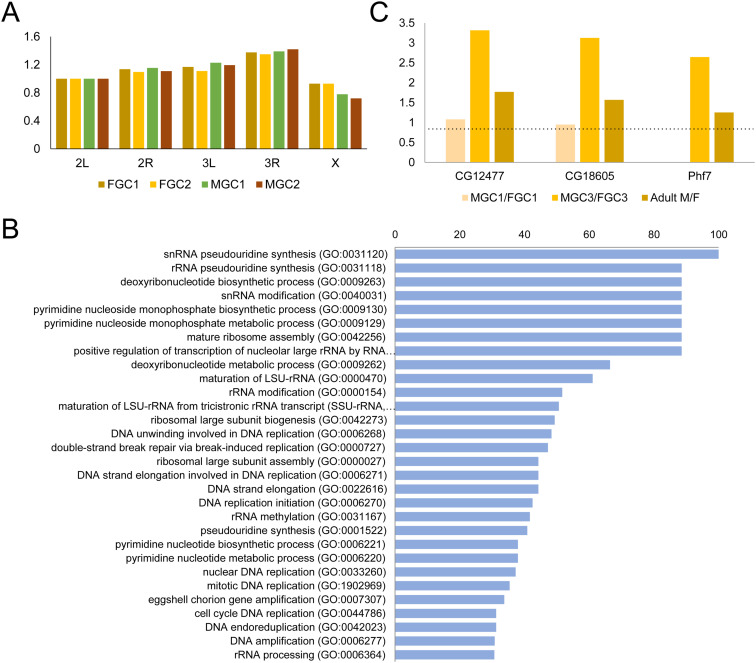
Characterization of sex-biased features in the embryonic germline. **(A)** Comparisons of total scATAC-seq read counts for each chromosome in the four germline clusters post-zygotic activation. The numbers are normalized to the 2L values. **(B)** GO-term analysis results of the 100 most male-biased genes in the third germline stage post-zygotic activation graphed with decreasing fold enrichment levels. **(C)** Male-to-female expression ratios of three male-biased TFs through germline development including the first and third germline stages post-zygotic activation in our scRNA-seq data and in adults. The dotted horizontal line marks the position of 1.

Overall, our results suggested that there is partial germline dosage compensation occurring at both the gene expression and the chromatin structure level, and that the male X chromosome exhibits enhanced expression in part via increased accessibility to match the double dose of the gene expression of the two X chromosomes in the female germline.

### Sex-specific gene expression in the embryonic germline

The choice of proper sex is another critical developmental decision early germ cells must make, and sex-biased gene expression is most likely the first sign of sexual dimorphism as such differences should precede physiological differentiation. By examining sex-enriched gene expression through the three progressive stages of germline in our scRNA-seq dataset, we were able to uncover several waves of sex-biased gene expression patterns (Table S5). 

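The largest female-to-male log2 ratios at the first stage were those of rdgB (1.28), hep (1.25), and CG34434 (1.23), which are X-linked like the genes used to sex the cells. The largest male-to-female ratios belonged to CG9875, Nplp2, and Hsp70Bc, with log2 female-to-male ratios of −1.12, −1.01, and −0.93. At the second stage CG43332 on 2L (2.88), CG34434 (2.01), and CG12011 on 3L (1.82) led on the female side, and CG44085 (−3.35), Jheh3 (−2.36), and Nplp2 (−2.24) on the male side.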

The earliest wave that coincides with zygotic activation in the germline was largely female-biased (Fig 2I) (Li et al, 2021). This initial over-representation of female germline–biased genes quickly gave way to the reverse trend a few hours later in which sex-biased genes became dominated by male ones (FGC3 versus MGC3, Fig 2I and Table S5). 

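At the third stage the female side was led by the X-linked genes OtopLc, SK, and Tob, with log2 female-to-male ratios of 4.39, 3.86, and 3.80, and the male side by WRNexo (−3.54), Obp99a (−3.07), and nop5 (−2.77). The SD of the log2 ratio over autosomal genes was 0.14 at the first, 0.23 at the second, and 0.61 at the third stage, over 4502, 5180, and 5020 genes, while counting error of the median gene accounts for an SD of 0.10, 0.07, and 0.08. The paper states that the early female bias gives way to male-biased genes at this stage.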

When we examined the types of genes that were male-biased during late embryogenesis, the majority were involved in housekeeping functions such as cell division and basic metabolism (Fig S6B). This is in line with the fact that male germ cells start to divide in stage 15, whereas female ones are quiescent. Nonetheless, there were a few other male germline–biased genes that stood out. One of them was *no child left behind* (*nclb*), a factor previously reported as male germline-biased during embryogenesis and that regulates germline stem cell maintenance (Casper et al, 2011). In addition, two genes that encode putative zinc finger family TFs, *CG18605* and *CG12477*, were also high on the male-enriched list. These two genes also exhibited male-biased expression in the adult germline (Fig S6C), suggesting male-specific germline roles for these two factors during development. 

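At the third stage nclb (FBgn0263510, 2R) was at 36.8 CPM in FGC3 and 153 CPM in MGC3, 4.15-fold higher in males [3.83, 4.51] and the 25th most male-biased of 6192 genes. CG12477 (FBgn0036809, 3L) was at 78.7 and 247 CPM, 3.13-fold higher in males [2.96, 3.32], at rank 85. CG18605 was at 114 and 333 CPM, 2.92-fold higher in males [2.78, 3.06], at rank 113. Means over cells, the alternative that moved CG18605 most, gave a log2 female-to-male ratio of −1.1 instead of −1.54. In the MGC3-like cluster 5.71% of the cells were doublet calls.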

As a point of comparison, we examined the best-known male germline factor, *Phf7*, and found it to also exhibit a male expression bias in the late germline stage of our data (Fig S6C). It was 2.64-fold more highly expressed in the male germline compared with females, placing it only as the 170th most male-biased gene at this stage (Table S5).

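Phf7 (FBgn0031091, X) was at 61.7 CPM in FGC3 and 153 CPM in MGC3, 2.49-fold higher in males [2.33, 2.66], which ranked it 221st among male-biased genes. At the first stage the gene was at 51.6 CPM in FGC1 and 25.8 CPM in MGC1, a log2 female-to-male ratio of 1.00 [0.78, 1.23], and at the second stage the log2 ratio was 0.34 [0.19, 0.50].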

Table S5. Sex-enriched genes in the three germline stages past zygotic activation as calculated by DESeq2.

To provide functional validation to our scRNA-seq results, we carried out germline-specific RNAi knockdown of *CG18605* to examine whether the male-enriched gene expression would correspond to male germline-specific physiological roles. In the female germline, suppressing *CG18605* expression led to minimal differences in the ovary compared with controls (Fig 5A and B). In contrast, male germline knockdown of *CG18605* resulted in strong germline phenotypes (Fig 5C–G). In nearly a quarter of such testes, there was a loss either of all spermatogonia (11% of all testes, Fig 5D) or of all germline (another 11%, Fig 5E and F). In the testes that appeared to have near-normal germline numbers and organization (78%), there was the ectopic expression of Phf7 in the nuclei of spermatocytes when normal Phf7 expression is abruptly down-regulated at the end of spermatogonia (Fig 5G compared with Fig 5C). In summary, disruption of *CG18605* expression caused male germline defects with near 100% penetrance, and though a variety of phenotypes were observed, it is possible that the origins of the defects were the same but manifested differently depending on the strength of *CG18605* knockdown in individual tissues. As *CG18605* is predicted to encode a TF, one possibility is that its down-regulation resulted in the misexpression of other male germline factors such as Phf7, thereby causing developmental defects in the male germline, in particular in the undifferentiated stages. These results indicated that *CG18605*, being a gene exhibiting male germline–biased expression, does function in a male germline–specific manner, and this validated our single-cell genomics profiling in being able to uncover important biological effectors for germline sex development.

**Figure 5.**
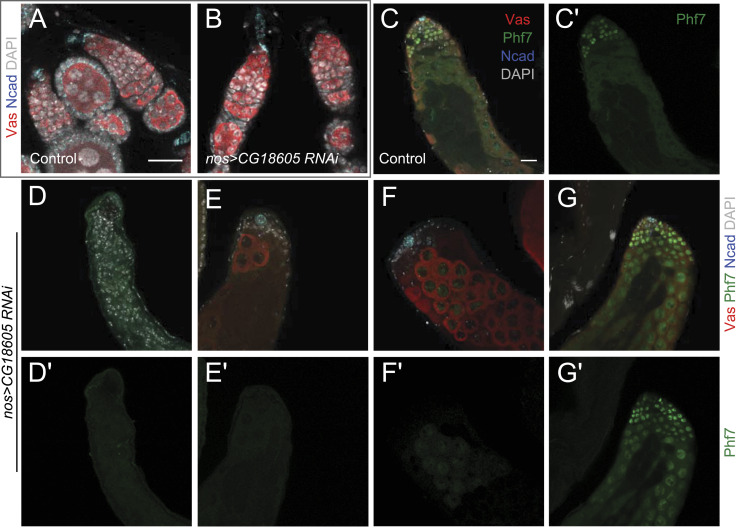
RNAi knockdown analysis of the male embryonic germline–biased gene CG18605 in the testis and ovary by immunofluorescence staining. **(A, B)** Control (*nos-Gal4/+*, (A)) and *CG18605* germline knockdown (*nos-Gal4/UAS-CG18605 RNAi*, (B)) ovaries stained with antibodies recognizing Vas (red) and N-cadherin (blue) in addition to DAPI (gray). **(C, D, E, F, G)** Images of control (*nos-Gal4/+*, (C)) and *CG18605* germline knockdown (*nos-Gal4/UAS-CG18605 RNAi*, (D, E, F, G)) testes stained with antibodies recognizing Vas (red), Phf7 (green), and N-cadherin (blue) in addition to DAPI (gray). **(C′, D′, E′, F′, G′)** Displays of the Phf7 channel alone from the same images of (C, D, E, F, G). **(D, E, F, G)** *CG18605* knockdown in the male germline resulted in a range of phenotypes including complete loss of germline (D), sparse spermatocyte (E), loss of spermatogonia (F), and abnormal Phf7 expression (G). All ovaries and all testes are of the same magnification with the scale bars in control images showing 20 μm.

### Comparisons between male and female SGPs

The samples we collected for our single-cell experiments included embryonic SGPs, cells whose primary role is to nurture germline development. To expand on our knowledge of what distinguishes the male and female SGPs, we investigated the genes that showed the greatest sex biases in the early SGP populations (FSGP versus the average for all MSGP clusters) (Fig S7A and B). Of the top 25 candidates for SGPs of either sex, two genes known to be male- and female-biased, respectively, *magu* and *CG5149* (Casper & Van Doren, 2009; Zheng et al, 2011), were found, confirming the robustness of our data. 

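FSGP-like cells were compared with all male SGP-like cells pooled, over 6080 genes with at least 200 UMIs. The paper names the average of all MSGP clusters as the male group in its text and aMSGP in the legend of Fig. S7, and the ranks here hold for the pooled group. magu was at 31.8 CPM in female and 365 CPM in male SGPs, a log2 ratio of −3.52 that ranked 15th on the male side. CG5149 was at 941 CPM in female and 171 CPM in male SGPs, a log2 ratio of 2.46 that ranked 49th on the female side. Against aMSGP alone, chosen after seeing the data, the log2 ratios were −2.18 and 1.49. The 3 largest female-to-male log2 ratios were those of TwdlM (6.14), CG9411 (3.73), and Kank (3.71), and the 3 largest in the other direction those of CG14569 (−7.16, from 3 against 481 UMIs), meng (−4.89), and upd1. Six4 had a log2 ratio of 0.32.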

Several TFs were also on the list and would be candidates for factors that regulate sex-specific SGP development.

**Figure S7.**
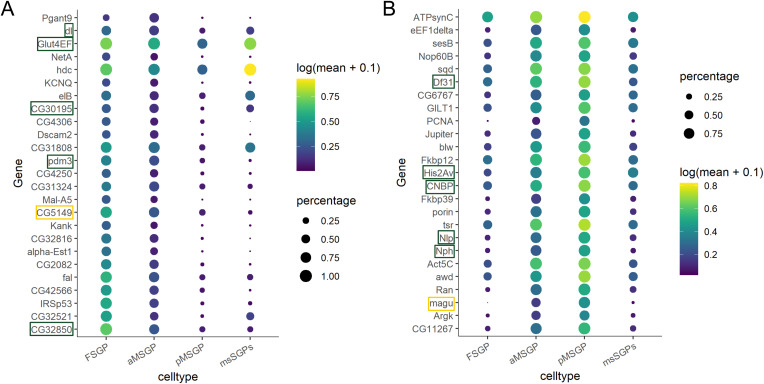
Sex-biased gene expression in the embryonic somatic gonadal precursors (SGPs) determined by comparing FSGP1 with aMSGP using DESeq2. **(A, B)** Top 25 genes exhibiting highest female-to-male (A) and male-to-female (B) gene expression biases in SGPs. Those that encode TFs are highlighted by green boxes. Two genes, *CG5149* and *magu*, have previously been published as being sex-biased in SGPs and are highlighted in yellow. Codes for expression levels are on the right.

During embryogenesis, a key role that SGPs play in germline development is to provide the somatic sex information, which needs to correspond to the germline-intrinsic sex to nurture germline sexual development (Murray et al, 2010). 

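Of the 24 ligand genes with at least 10 UMIs in the SGP-like cells, the interval of the female-to-male ratio lay above 1 for 9, below 1 for 10, and included 1 for 5. The Upd ligand genes had the 3 most male-biased ratios, with log2 female-to-male values of −4.66 [−4.99, −4.35] for upd1, −4.17 for upd3, and −4.01 for upd2. Pvf1 (−3.00), egr (−1.39), and dpp (−0.94) followed.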

The sex signal from the MSGP to the embryonic male germline is mediated by Unpaired (Upd) ligands to activate JAK/STAT signaling in the male germline (Wawersik et al, 2005), and when we examined the sex-biased expression of signaling pathway components in our scRNA-seq dataset for SGP populations, *upd1* exhibited the highest male bias, whereas *upd3* also showed male-enriched expression (Fig 6A).

**Figure 6.**
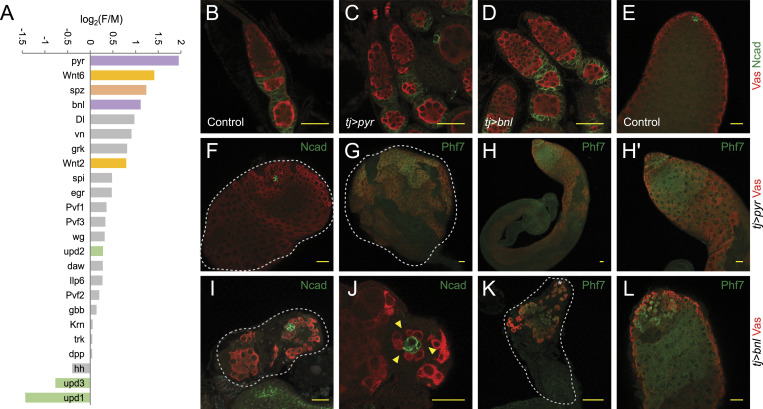
Sex-biased ligands in the embryonic somatic gonadal precursors (SGPs). **(A)** FSGP-to-MSGP expression ratios of signaling ligand–encoding genes plotted on a log scale; those whose read counts from these two clusters added together were less than 10 were excluded. Genes of ligands of the FGFR, Wnt, Toll, and JAK/STAT pathways are highlighted in purple, orange, rose, and green. **(B, C, D, E, F, G, H, I, J, K, L)** Gonadal phenotypes associated with FGF ligand overexpression in the somatic gonad revealed by immunofluorescence staining. **(B, C, D)** Ovaries of control (*tj-Gal4/+*, (B)), somatic *pyr* overexpression (*tj-Gal4/UAS-pyr*, (C)), and somatic *bnl* overexpression (*tj-Gal4/UAS-bnl*, (D)) genotypes stained with antibodies against Vas (red) and N-cadherin (green). **(E, F, G, H, I, J, K, L)** Testis images of control (*tj-Gal4/+*, (E)), somatic *pyr* overexpression (*tj-Gal4/UAS-pyr*, (F, G, H)), and somatic *bnl* overexpression (*tj-Gal4/UAS-bnl*, (I, J, K, L)) genotypes stained with antibodies against Vas (red) and N-cadherin (green) or Phf7 (green) as labeled on individual panels. **(H, H′)** is a magnified image of (H) around the testicular apex. **(F, G, I, K)** Areas encircled by white dotted lines indicate the entirety of abnormally small testes. All scale bars indicate 20 μm.

The female somatic sex signal has not been identified, and our data suggested several promising candidates. 

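The log2 FSGP-to-male-SGP ratio of pyr was 0.71 [0.64, 0.79], from 258 against 158 CPM, and ranked sixth among the 24 ligand genes. Larger ratios were found for Pvf3 (2.03, from 142 against 39 UMIs), trk (1.97, from 35 against 10), daw (1.69, from 49 against 17), Wnt6, and Dl (0.81). With aMSGP-like cells as the only male group, a comparison chosen after seeing the data, pyr had a log2 ratio of 1.38.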

Of the genes that encode signaling ligands, the one that exhibited the strongest female-biased expression in the somatic embryonic gonad was *pyramus* (*pyr*), which activates the FGFR pathway (Fig 6A). 

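For bnl the log2 ratio was 0.47 [0.21, 0.73], the ninth of the ligand genes. It was −0.01 as a mean over cells and −0.19 when the 3 male SGP clusters had equal weight, so its direction depended on the weighting of cells.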

A second FGF ligand–encoding gene, *branchless* (*bnl*), also showed a clear female-biased expression (Fig 6A). Two other pathways that could be involved are Wnt and Toll signaling. 

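In the scRNA-seq data the log2 FSGP-to-male-SGP ratio of Wnt6 was 1.14 [1.1, 1.18], the fourth among the ligand genes, and that of Wnt2 was −0.49, the 16th. Against the aMSGP-like cells alone, Wnt6 had 0.74 and Wnt2 0.24.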

The genes encoding *Wnt oncogene analog 2* (*Wnt2*) and *Wnt oncogene analog 6* (*Wnt6*) both ranked high on the female SGP-enriched list with *Wnt6* being second highest (Fig 5A). The third highest was *spatzle* (*spz*) whose encoded product is a ligand for the Toll pathway (Fig 5A). 

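The log2 ratio of spz was 0.22 [0.01, 0.44], the 11th among the ligand genes, and −0.43 with equal weight of the male SGP clusters. The remaining ligand genes with ratios near these were wg (0.58), spi (0.54), Pvf2 (0.26), hh (0.07), and Ilp6 (0.05), and those on the male side were grk (−0.34), gbb (−0.43), vn (−0.54), and Krn (−0.63). From ligand genes with higher expression in female SGPs, the paper proposes candidates for the female somatic sex signal.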

Interestingly, the FGFR and Wnt pathways have been shown to regulate ovarian development in later stages of the fruit fly life cycle (Irizarry & Stathopoulos, 2015; Wang & Page-McCaw, 2018), and it is quite possible that the same pathways also act sex-specifically at the early embryonic stages. These observations also suggested the possibility that ligands of multiple pathways collectively transmit the sex signal from the female soma to the germ cells.

To investigate whether the top female SGP-biased ligands were functionally significant in a sex-specific manner, we induced the ectopic expression of both FGF ligands of interest in the somatic gonad of both sexes. The overexpression of *pyr* and *bnl* in the female somatic gonad resulted in minimal-to-no defects (Fig 6B–D). We will note that in the case of *pyr* activation, ectopic expression of Vas occurred in the terminal filaments in ovaries, but there were no strong morphological defects otherwise in these gonads. Ovaries overexpressing *bnl* in the early soma were virtually identical as controls (Fig 6D versus Fig 6B). In comparison, the overexpression of either ligand in the early somatic gonadal compartment in the testes gave rise to strong morphological defects (Fig 6E–L). Phenotypes associated with *pyr* overexpression in the testicular soma were not fully penetrant, with many samples appearing to be undistinguishable from controls based on the morphology and marker expression (Phf7, Fig 6H and H′). However, a subset (11%) of the testes exhibited complete elimination of spermatids (Fig 6F and G); this phenotype disrupted the overall shape of the gonad, making it difficult to fully ascertain whether earlier stages of germline were normal apart from exhibiting the expected expression patterns for the germline stem cell and spermatogonial marker Phf7 (Fig 6G).

The overexpression of *bnl* in the male somatic gonad led to even stronger phenotypes in the testis though a fraction of these testes remained near-normal (Fig 6I–L). Of the testes that exhibited morphological defects, the majority had a loss-of-spermatogonia phenotype (55%, Fig 6I). Some of those further suffered from germline stem cell losses (18%, arrowheads, Fig 6J), though this defect could be secondary to the disruption of tissue homeostasis caused by spermatogonial loss. Yet, another phenotypic category observed was loss of spermatocyte (5%, Fig 6K), and this is reminiscent of the major phenotype observed with *pyr* overexpression. These analyses confirmed the sex-specific roles of the FGFR pathway in regulating germline development.

## Discussion

In this study, our major focus was to investigate how regulation at the chromatin level helps establish the germline program for zygotic activation and sex determination with the latter being initiated with the occurrence of the former (Li et al, 2021). Our scATAC-seq analysis indeed revealed aspects of chromatin structure unique to the germline. In addition, there are sex differences likely paving the way for germline sexual differentiation, one of which being a short transitory phase in the male germline right after zygotic activation. Chromatin accessibility in MGC1 appeared to be less structured, likely in part due to lower nucleosome occupancy, but within a few hours, the male germline transitioned out of these unusual chromatin states. Such transient and more “open” epigenetic status of MGC1 is reminiscent of epigenetic reprogramming in the early developing germline mammalian primordial germ cells known to undergo (Ramakrishna et al, 2021). Early *Drosophila* germline has not been shown to undergo similar processes to reset its epigenome, and what we report here could represent the *Drosophila* version of reprogramming its germline epigenome to facilitate future development of the unique germline program and to execute the correct sexual fate choice. There could be an equivalent process that occurs a few days later during the third-instar larval stage in the female germline as they initiate their development.

The exact molecular nature of the rapid epigenome reorganization requires future research to elucidate, but our analysis has implicated the pioneer factor Zld (Fig 3B), the key factor in the opening of chromatin accessibility in the early fruit fly embryonic soma. Zld activity in early embryogenesis is also necessary to secure proper germplasm deposition and early germline transcriptional quiescence, both of which are important for germline specification (Colonnetta et al, 2023). It is possible that Zld further acts during germline zygotic activation in a manner analogous to what happens during somatic zygotic activation. Interestingly, there was a subset in MGC1 that exhibited particularly high Zld binding site accessibility even though the average for MGC1 was not substantially higher than that for other clusters (Fig 3E). This could be pointing to a short time window during which Zld targets are being acted upon to allow male germline development. Furthermore, the emergence of M1BP and BEAF-32 as top candidates exhibiting differential germline activity brings forth the idea that they act as the antidote to Zld in keeping the genome quiescent, thereby explaining their elevated activity in the female germ cells after zygotic activation has occurred. Notably, Zld is known to work together with the GAGA factor (GAF) (Chetverina et al, 2021), yet another boundary element binding protein; the potential of Zld cooperating with other boundary element binding proteins such as M1BP or BEAF-32 to regulate germline development is clearly there.

Another important component of our data lies in the revelation of sex-biased factors in the embryonic gonad and germline. Germline sex determination requires two inputs, the intrinsic sex chromosome content from the germline and an extrinsic signal from the surrounding SGPs, and these two need to match for germ cells to reach a successful sex choice (Murray et al, 2010). The identity of the male SGP signal to male germline occurs through the JAK/STAT pathway, but neither the female SGP signal nor the mechanisms of how germ cells read their own sex have been elucidated. Our comprehensive coverage of the embryonic germline has been able to provide strong candidates for the latter two mechanisms. For the female SGP-to-germline sex signal, FGF ligands Pyr and Bnl were at the top of the candidate list, though genes encoding two Wnt ligands also showed strong female-enriched expression (Fig 6A). This is in contrast to the genes encoding Upd ligands being virtually the only ones showing male-enriched expression. Indeed, our overexpression experiments with *pyr* and *bnl* resulted in sex-specific phenotypes, but the phenotypes were not as severe as one would expect if these ligands acted as the dominant somatic sex signals (Fig 6B–L). One possible scenario for the female somatic sex signal is that it is consisted of both FGFR and Wnt signaling, potentially in a redundant manner. This could also help explain why the female signal has been more difficult to identify. A similar combinatorial mechanism could also be in place for how germ cells read out their sex chromosome composition intrinsically, and the genes involved could be those that exhibit the earliest signs of sex-biased expression. Our 0- to 8-h scRNA-seq data found them to be a set of female-biased ones on the X chromosome with the majority encoding TFs or proteins predicted to have DNA binding abilities (Li et al, 2021). It is quite conceivable that more than one of these factors functions cooperatively as the germline-autonomous sex-determining switch.

## Materials and Methods

### Fly strains

For scRNA-seq and scATAC-seq experiments, *vas-GFP (II)*; *vas-GFP (III)* flies were used (Shigenobu et al, 2006). For sexed embryonic staining, *P{Sxl-Pe-EGFP.G}G78b* (*Sxl-GFP*) embryos were used for the stage 9–10 time points, whereas to obtain stage 17 samples, *w*^*111*8^ virgins were crossed with *FM7c,P{Dfd-GMR-nvYFP}1* males. For RNAi knockdown experiments, *nos-Gal4* flies (Van Doren et al, 1998) were crossed with *P{TRiP.HMJ22253}attP40/CyO* for *CG18605*; *P{UAS-GFP.nls}14* (*UAS-GFP*) was used as the control. For overexpression experiments, *traffic jam (tj)-Gal4* (Li et al, 2003) flies were crossed with *P{UAS-pyr.K}/TM3, Sb*^*1*^*, Ser*^*1*^, and *P{UAS-bnl.S}A12/CyO* flies to drive the SGP expression of *pyr* and *bnl*, respectively. Strains were obtained from the Bloomington Stock Center unless otherwise noted.

### Sample preparation and multiome data acquisition

Embryos for scRNA-seq were collected in two time windows, 8–12 and 12–20 h. All embryos of the designated ages were dechorionated, Dounce-homogenized gently with 7–15 strokes, filtered through 40-μm mesh, pelleted at 850*g* for 2 min, and FACS-sorted to obtain germ cells (8–12 h) or gonads (12–20 h). For gonads, single germ cells and SGPs were obtained by dissociation for 15 min in 0.25% trypsin and 1 mg/ml collagenase. Cell numbers for the two samples were counted under light microscopy, pooled, and sent for scRNA-seq.

Nucleus preparations followed the protocol for single germ cell and gonad isolation with the addition of cell lysis steps at the end in lysis buffer (10 mM Tris, pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 1% BSA, 0.01% Tween-20, 1 mM DTT, 0.01% NP-40, 0.001% digitonin, and 1 U/μl Protector RNase inhibitor from Sigma-Aldrich) at 4°C. Sample collection was broken into three time windows, 0–4, 4–12, and 12–20 h, as their optimal lysis times differed at 5, 4.5, and 5.5 min, respectively. Nuclei were then washed and resuspended in wash buffer (10 mM Tris, pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 1% BSA, 0.1% Tween-20, 1 mM DTT, and 1 U/μl Protector RNase inhibitor from Sigma-Aldrich) before counting under a light microscope and pooling of samples and submission for multiome analysis that included scATAC-seq and snRNA-seq.

Both scRNA and multiome sequencing were performed commercially (BioTools), which included sample quality control, library construction, and high-throughput sequencing on the 10x Genomics platform following the manufacturer’s protocol and using standard parameters.

### Data analysis

Our previous scRNA-seq data from 0- to 8-h embryonic germline were combined with those from the 8- to 20-h dataset for comprehensive analysis of germline gene expression with a total of 16,371 cells being analyzed. Sequencing reads from the combined datasets were aligned to the *D. melanogaster* reference genome (BDGP6.28.102) and aggregated using CellRanger v6.1.2. Clustering was performed with Monocle 3 (Cao et al, 2019) using PCA and UMAP for preprocessing and dimension reduction, respectively, and with a dimensionality reduction value of 150. Differential gene expression analysis between different clusters was performed with the DESeq2 package (Love et al, 2014), and the output files excluded genes whose total counts between the two clusters being compared were less than 10. For calculating expression ratios for motif discovery, a cutoff of 1 was set for snRNA-seq expression values for germline clusters, whereas 0.01 was added to all soma GRO-seq values as calculated previously (Li et al, 2021) to avoid dividing by zero values. For examining dosage compensation at the gene expression level, the set of 345 zygotically activated genes (Table S4) was selected based on their average expression data in MGC2 and FGC2 compared with GC using DESeq2 and applying the cutoffs of fold differences >2 and *P* < 10^−10^. Discovery of common motifs enriched in marker genes of germline clusters was performed with MEME (Bailey et al, 2009) by taking the 500-bp regions upstream of TSSs of the 150 genes exhibiting the strongest expression enrichment in the MGC1, MGC2, FGC1, and FGC2 clusters of the snRNA-seq dataset compared with values of the same genes from the GRO-seq data for embryonic soma.

The processing of our scATAC-seq data began with the alignment of reads to the *D. melanogaster* reference genome (BDGP6.28.102) and assignment of reads into different cells based on the barcode sequences using CellRanger ARC v1.0.0. To eliminate low-quality cells, a series of filtering rules were applied. First, empty droplets were removed using the DropletUtils package (Lun et al, 2019). Second, cells with a nuclear RNA count lower than 1,000 were discarded. Third, double or triple droplets were identified and removed using the scDblFinder package (Germain et al, 2021). Last, low-quality cells that matched one of the following criteria were filtered out by Signac (Stuart et al, 2021): ATAC counts lower than 100 or higher than 100,000, TSS enrichment score higher than 1, nucleosome signal lower than 2, or a percentage of mitochondrial genes lower than 40. This resulted in a total of 3,022 nuclei that passed quality control and were further analyzed using the following features in the Signac package. Counts of snRNA data were normalized using the SCTransform method with the number of variable features and dimension reduction value set to 5,000 and 150, respectively. ATAC counts were calculated using the embedded MACS2 function and subjected to normalization and dimensional reduction with the value set at 150 using the LSI method. The snRNA-seq and scATAC-seq datasets were then integrated to construct a WNN graph, which enabled clustering and the designation of cell types based on expression patterns of cell-type marker genes. To assess accessibility of binding motifs of TFs, scATAC-seq read data were analyzed using the chromVAR function for all TFs in the JASPAR database (version: 2020). Overall differences in TF site accessibility between clusters were subsequently analyzed by taking average accessibility of all binding sites for PCA using the PCAtools package. To describe the accessibility pattern over the lengths of genes, ATAC-seq reads located within 250 bp upstream and downstream of either the 3′ end or TSSs of genes were counted, and normalized to sizes of clusters before being divided with each other to obtain end-to-start accessibility (ESA) scoresfor individual clusters. Sex-biased expression in the adult germline was calculated using expression values in adult ovaries and testes from the Fly Cell Atlas database (Li et al, 2022).

### Immunofluorescence

Staining of embryos followed previous protocols with the modification of detergent added (Yang et al, 2012); for stage 17 stains, 0.3% Triton X was used, whereas for stage 9–10 stains, 0.1% Tween-20 was used. Larval and adult gonad stains also followed previously published procedures (Yang, 2021). Antibodies used included rabbit α-histone H3 (1:100, PA5-16183; Invitrogen), rat α-N-cadherin (1:20, DN-Ex#8; DHSB), rabbit α-Phf7 (1:2,500) (Yang et al, 2017), and Alexa Fluor–conjugated secondary antibodies (1:500; Jackson ImmunoResearch). Antibodies against Vas were generated by expressing amino acids 1–260 of the *D. melanogaster* Vas protein with a His-tag in bacteria using the pET-28 vector followed by immunization of the purified protein in rabbit and guinea pig hosts. The resulting rabbit α-Vas and guinea pig α-Vas antibodies were both used at 1:1,000.

To quantitate histone H3 signals, average histone H3 intensities within each nucleus were calculated and then divided by the average DAPI intensity of the same area. To further correct for staining efficiency differences between embryos, the aforementioned normalized H3 signals in germ cells were divided by average H3 signals of all SGPs within the same embryonic gonad. Larval germline stem cells were determined as those adjacent to terminal filaments in ovaries and hubs in testes, both of whose structures were identified by N-cadherin staining. Images were taken on a confocal microscope (LSM780; Zeiss).

## Supplementary Material

Reviewer comments

## Data Availability

All raw sequencing and processed count data generated for this study are available at the NCBI Gene Expression Omnibus under the accession number GSE240043.

# Supplementary material for: Transient chromatin decompaction at the start of D. melanogaster male embryonic germline development
**Source:** Life Sci Alliance. 2024 Jul 11;7(10):e202302401. doi: 10.26508/lsa.202302401
**Supplement:** Supplementary file 2

**Table S2.** Common motifs discovered in genes enriched at the transcriptional level in the indicated germ cell populations post zygotic activation.

| Clusters^a,b^ | | | | TF Candidate |
| --- | --- | --- | --- | --- |
| FGC1^c^ | FGC2^c^ | MGC1^c^ | MGC2^c^ |  |
| 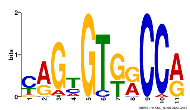  1.3x10^-50^ | 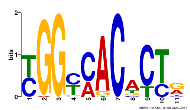1.6x10^-45^ | 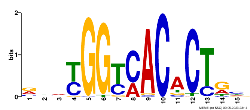1.5x10^-61^ | ^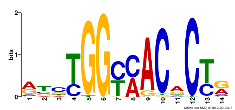^4.6x10^-40^ | M1BP |
| 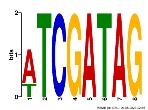  6.4x10^-10^ | 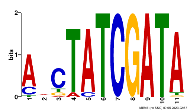4.1x10^-6^ | 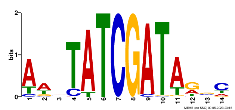1.6x10^-15^ | 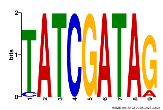  7.3x10^-3^ | BEAF-32/  Dref/  Pnr |
| 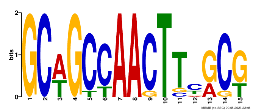  1.4x10^-3^ |  |  |  | CG4854 |
|  |  | 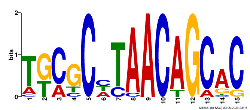4.5x10^-7^ | ^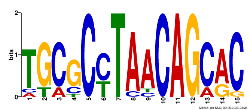^9.6x10^-4^ | Caup |
|  | 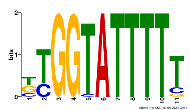1.2x10^-2^ | 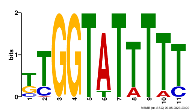  2.0x10^-5^ |  | CG11352 |
|  |  | 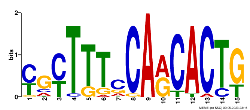5.3x10^-3^ |  | CG7928/  CG10267 |

^a^The clusters here refer to those from the snRNA-seq dataset.

^b^Top 150 most enriched genes for each cluster compared to the gene body signal from the GRO-seq reference dataset were used.

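The table pairs each motif with the leading genes of a cluster, so the lists and the motifs depend on 1 multiome library. The numbers beneath the motifs are E-values of the motif search, which count how many motifs of that strength random sequences of the same size give. The E-value compares a set with a sequence model, whereas a comparison with other expressed genes needs their upstream regions as a background.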

^c^The E-values are indicated beneath each motif; a cutoff of <5x10^-2^ was used.

How the deposited data were processed for this re-analysis (not part of the article)

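The data comprise a 0- to 8-h and an 8- to 20-h scRNA-seq library of vas-GFP embryonic cells and 1 multiome library of nuclei from 0 to 20 h, read as snRNA-seq and scATAC-seq. Each library is 1 sample, so no test across samples was run and genes were not counted as changed. For scRNA-seq the authors ran Cell Ranger 6.1.2 on BDGP6.28.102 and deposited UMI counts per gene and cell, without normalization beyond the equalised read depth of the aggregated matrix. For the multiome library the authors ran Cell Ranger ARC 1.0.0, filtered nuclei, called peaks, and deposited UMI counts per gene and ATAC counts per peak. All count values were whole numbers, and the lowest snRNA total of a nucleus was 1001 UMIs. Table S3 holds the authors' accessibility indices per motif and cluster, and Table S5 holds log2 ratios that the authors calculated with DESeq2.

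Gene positions came from a later Ensembl annotation of the BDGP6 assembly, and sequences from the reference genome of the same assembly. Of the snRNA genes 99.5% were found in it, and unmatched genes held 0.361% of the UMIs. Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scanpy 1.11.5, anndata 0.12.19, scikit-learn 1.9.0, igraph 0.11.9, and matplotlib 3.10.9, with random seed 1.

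Clusters of cells were named when at least 3 markers of a list were raised by a log2 fold of 1 over the median cluster, with 5 CPM added. For germline and SGP names, fewer than 3 markers of the other of these lists could be raised, and the mean log2 fold of the list had to exceed that of each somatic list. Other clusters took the somatic list with the highest mean, if fewer than 3 germline markers were raised. Germ cell clusters were placed by library and by genes of before and after activation, and one of the 8- to 20-h library past activation stayed unnamed if its median UMIs did not exceed the library median divided by 3. The lists covered germline, SGP, hemocyte, muscle, neuron, glia, fat body, trachea, midgut, and epidermis markers, of which the last 4 named 0 clusters. For the third stage the sexes were named by X-linked female and autosomal male markers with a log2 gap of 0.5, and those markers had been picked by the study from these libraries. The male somatic markers roX1 and roX2 and the epidermal marker svb are not in the scRNA-seq gene list used here. SGP-like clusters took the name of the multiome SGP cluster with the highest correlation, if it was at least 0.3 and exceeded the next by 0.1. Nuclei were assigned to the paper's clusters from Table S1, with a requirement of 99% exact sums among genes left out of the solution.

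Ratios of summed UMIs or ATAC counts per 1000000 have exact 95% conditional intervals (Clopper-Pearson), shares have exact binomial intervals, and means over genes or windows have intervals from 500 Poisson draws. These intervals cover counting error only. Those of ESA medians reflect the spread over genes, which were taken as independent there and in the comparison of clusters gene by gene. A count of 0 was read as allowing up to 3 counts. Genes of Table S4 needed 20 UMIs, genes compared between sexes 200 UMIs, and ligand genes 10 UMIs in both sexes together.

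The genes named in the text follow a rule set before the data were examined, as did the markers, the comparisons, and the first set of alternatives. It takes every gene the paper names for these assays, every ligand of Fig. 6A, and the 3 largest ratios in each direction of every female-to-male comparison, while genes of Table S1 appear as a set. Values in the paper's tables had been seen when the rule was written. Chosen only after seeing the data were the sexing by X share, the naming of SGP clusters by correlation, the ESA on genes with separate peaks and its comparison gene by gene, the removal of the largest nucleus of MGC2, GC, or MGC1, several other scales of the expression ratio, and aMSGP-like cells as the only male SGP group.

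Alternatives covered clustering, doublet removal, each library's own matrix, means over cells, gene sets, minimum counts, window sizes, nuclei with at least 1000 ATAC counts, thinning to the smallest cluster with 20 draws, upstream length, matching of random lists in 10 bins of snRNA level, and the scaling of the PCA.

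The recovery of nuclei, the intervals, the sexing, the percentiles, and the ESA were tested on simulated data. Random clusters of the real sizes were recovered from their means for 100% of nuclei, and the intervals of ratios of summed UMIs covered the simulated ratio for 95.2% of 5474 genes at the first stage and for 95.5% of 6080 genes in SGPs. With an X-linked fold of 1.6, sexing was right for 100% of first-stage and 99.8% of second-stage cells, and expected mean ratios of 1.50 and 1.49 came out as 1.51 and 1.50. With no X-linked difference between simulated sexes, 49.4% and 48.6% of the called cells were right, and the mean ratio came out as 0.804 and 1.24 where 1 was simulated. A percentile among random lists found 100% of lists with a doubled motif share, and simulated median ESA values of 0.5 and 1 came out as 0.5 and 0.975.

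Left out were the GRO-seq data, immunostaining, motif discovery, chromVAR, and trajectories, for which the inputs were not used here, and fragments, so that TSS enrichment and FRiP were not computed. Table S1 was used for 1999 of 17721 genes and Table S5 for 1999 of 7814 genes at the first and 1999 of 4470 at the second stage, while the 12 of 8773 genes at hand for the third stage were not used.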

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

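Of the tests given here, those of counting error, of nuclei of both sexes in 1 cluster, of doublets, and of sexing by X-linked genes were chosen only after the result was seen.

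Phf7 stood out because its sex bias had opposite directions at different stages. Its log2 female-to-male ratio was 1.00 at the first stage and −1.31 at the third, and the difference was not tested, since each stage comes from 1 library. At the second stage, which like the third comes almost entirely from the 8- to 20-h library, it was 0.34 [0.19, 0.50], so the direction also differed within that library. Under 5 settings set beforehand the third-stage value ran from −1.35 to −0.85. First-stage cells were sexed by X-linked genes and Phf7 is X-linked. However, sets of X-linked genes left out of the sexing kept mean ratios of 1.59 to 1.64 at this stage. This argues against sexing as the source of a female bias of X-linked genes taken together. The effect of sexing was not measured for Phf7 alone. A change in germline expression with stage and sex stays open and was not tested.

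FGC1 and FGC2 nuclei stood out because those with few X-linked transcripts held Y-linked transcripts, which the paper does not discuss. In the tercile of FGC2 nuclei with the lowest X share of snRNA UMIs, 109 Y-linked UMIs were found (63.5 CPM), against 8 (6.07 CPM) in the highest tercile. In FGC1 the lowest tercile held 37 (72.0 CPM) and the highest 9 (16.9 CPM). When terciles were formed by the X share of ATAC counts instead, FGC2 had 107 against 9 Y-linked UMIs and FGC1 48 against 4. The X share of ATAC counts and that of snRNA UMIs rose together across nuclei, with r of 0.765 in FGC2 and 0.745 in FGC1, against 0.161 in FSGP and 0.0932 in MGC1.

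Counting error is argued against, since the SD of the X share of ATAC counts over FGC2 nuclei was 6.35 times the binomial SD, and 5.99 times in FGC1, beyond the 2.04 times in FSGP. Free RNA would give nuclei of a cluster alike shares, and the terciles of FSGP nuclei did hold 21.6 and 20.4 CPM of Y-linked UMIs. Depth does not separate the FGC2 terciles, which had medians of 3299.5 and 3568.5 ATAC counts. The test of nuclei of both sexes in 1 cluster compared Y-linked CPM between the lowest and the highest tercile. It gave a ratio of 10.5 [5.12, 24.8] in FGC2 and 4.27 [2.02, 10.1] in FGC1. These are the values for which the nuclei stood out, so the ratio adds their counting error and cannot decide the question separately. Doublets of a male and a female nucleus are argued against as the only source, since they would have an X share between those of the sexes, and the snRNA tercile with the lowest X share had 13.8% of its ATAC counts on the X in FGC2 and 14.4% in FGC1, near the 13.1% of the male SGPs and below the middle of 16.8% to the 20.4% of FSGP. As a hypothesis, FGC1 and FGC2 may therefore each hold male and female nuclei. A difference between germ cells of 1 sex that changes X-linked and Y-linked expression together was not tested.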

How the results depend on the processing

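Chosen only after the results were seen were 16 of the settings given here: the ratio of summed UMIs, all scales of the expression ratio other than CPM, sexing by a set of X-linked genes with the ratio on the others and with the sets swapped, the ESA settings on genes without shared peaks, the removal of the largest nucleus of MGC2 and that of GC or MGC1, and aMSGP alone.

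Over 30 settings set beforehand and these 16, 153 results gave 563 values. Of these, 272 lay within the interval of the main value. For counts of cells and genes the limit was 1.5 times, and for percentiles of log2 ratios a fixed margin. Results without an interval had to be equal to 3 digits. A further 274 moved beyond these limits, and 17 changed direction. A change of direction was counted when the interval of the main value excluded no difference. The counting error of the other value was not considered, so some of the 17 lie near no difference. Medians of ESA that were 0 under any setting add to the 272. These 272 include values that crossed 1 within counting error. An example is the autosomal accessibility ratio at the second stage, 0.992, which was 1.05 with scaling to autosomal counts. Another is the Zld value of MGC2, 0.996 in peaks near starts against 1.02. The cause was not tested for the shifts given here, apart from what a setting changes by construction. The X-linked ratio of expression lay above 1 in all 27 values from settings set beforehand, between 1.55 and 2.93, and below 2 in 20 of them, the others being values of the third stage. The X-linked ratio of accessibility lay between 1.17 and 1.47 in 7 values. Autosomal ratios of expression ran from 0.869 to 1.03, with 6 above 1, all at the third stage, and those of accessibility from 0.943 to 1.08, with 3 above 1. Of the 50 largest ratios, 39 to 49 were female-biased at the first stage, 20 to 38 at the second, and 29 to 40 at the third. In every setting that gave them, nclb, CG18605, CG12477, and Phf7 were male-biased at the third stage and upd1 in the SGPs, while pyr was female-biased.

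With all genes of at least 200 UMIs, the X-linked ratio of expression was 1.55, 1.64, and 1.97 at the successive stages, and the autosomal ratio 0.944, 0.869, and 0.953, the last a reversal. With a random set of X-linked genes left out of clustering and sexing, the X-linked ratio on that set was 1.67 at the second and 2.93 at the third stage, and the autosomal ratio 1.01 at the third. Medians over genes gave X-linked ratios of 1.69 and 1.89 and autosomal ratios of 0.9002 and 0.933 at the second and the third stage, the last a reversal. Clusters built without X-linked genes gave an X-linked ratio of 2.35 at the third stage and autosomal ratios of 0.891 at the second and 0.999 at the third, again a reversal. Means over cells gave an X-linked ratio of 2.17 at the third stage, autosomal ratios of 0.9001 and 1.03 at the second and the third stage, 21 female-biased genes of 50 at the second stage, and log2 ratios at the third stage of −1.72 for nclb, −1.1 for CG18605, −1.45 for CG12477, and −0.85 for Phf7. A UMI minimum of 50 gave 20 female-biased genes of 50 at the second stage. Leiden resolution 2 with 50 principal components gave an X-linked ratio of 2.73 at the third stage and 694 MGC3-like cells. The autosomal ratio at the third stage was 1.00 with each library's own matrix and 1.02 without the lowest 20% of cells by UMIs.

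Among the settings chosen later, summed UMIs gave X-linked ratios of 1.42, 1.53, and 1.71 and autosomal ratios of 0.933, 0.909, and 0.91. Sexing by a set of X-linked genes gave 1.68 at the second stage on the others, and 1.79 with the sets swapped. On a scale of log2(CPM + 1) the X-linked ratios were 1.13, 1.12, and 1.20 and the autosomal ones 0.978, 0.976, and 0.988. Square roots of CPM gave 1.26, 1.31, and 1.48, and 0.958, 0.944, and 0.98 on autosomes. Shares of cells with a UMI gave 1.34, 1.29, and 2.16, and 0.944, 1.03, and 1.47. Means of log1p counts per 10000 gave 1.48 and 1.59 on the X at the first and second stages, and 0.963 and 1.34 on autosomes at the second and the third. The log1p of counts per 10000 of a class gave 1.46, 1.48, and 2.00, and 0.936, 0.926, and 1.00, and the log1p of mean UMIs per cell gave 1.45, 1.44, and 2.22, and 0.945, 0.969, and 1.18. Mean UMIs per cell gave 1.83 and 3.28 on the X at the second and the third stage, and 0.949 and 1.32 on autosomes. The autosomal ratio at the third stage lay below 1 with summed UMIs, log2(CPM + 1), and square roots, and that at the second stage above 1 with shares of cells, all of them reversals.

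In the SGPs the log2 ratio of pyr was 1.04 with each library's own matrix and with Leiden resolution 2 and 50 principal components, 0.95 without scrublet calls, and 0.92 as a mean over cells. That of upd1 was −3.93 with each library's own matrix, −4.04 without scrublet calls, and −3.71 as a mean over cells. The direction of bnl was reversed by means over cells (−0.0098) and by equal weight of the male SGP clusters (−0.19), and that of spz by equal weight (−0.43). With aMSGP alone, pyr had 1.38, upd1 −5.90, and Wnt2 0.24, a reversal.

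The share of ATAC counts near starts within 1000 bp was 71.8% in GC, 74.9% in FGC1, 77.0% in FGC2, 70.4% in MGC1, and 75.6% in MGC2, and with protein-coding genes only 58.7%, 62.6%, 65.4%, 57.6%, and 63.8%. With FGC1 and FGC2 above GC and MGC1 in both, the order of these clusters was that of the values at the claim. In nuclei with at least 1000 ATAC counts the share was 64.4% in GC and 62.2% in MGC1, the accessibility ratio at the first stage 1.20 on the X and 1.08 on autosomes, the X to 2L ratio of MGC1 0.803, and its relative accessibility 0.89997 for M1BP, 0.877 for BEAF-32, and 1.15 for Zld. Because 2 MGC2 nuclei reach this depth, no second-stage or MGC2 value was computed under that setting. Without its largest nucleus, MGC2 had a start share of 61.6%, an X to 2L ratio of 0.923, a second-stage accessibility ratio of 1.24 on the X and 0.974 on autosomes, and relative accessibility of 0.921 for M1BP, 0.925 for BEAF-32, and 1.08 for Zld, with both of the former reversed from above 1. Without theirs, GC had a start share of 62.6% and MGC1 of 63.1%, with relative accessibility of 0.930 for BEAF-32 in GC, and of 0.927 for M1BP, 0.914 for BEAF-32, and 1.09 for Zld in MGC1. ESA from summed counts over all genes was 0.282 in GC, 0.272 in FGC1, 0.267 in FGC2, 0.276 in MGC1, and 0.263 in MGC2, where the median was 0. On genes with a separate peak at both ends the median was 0.667, 0.696, 0.668, 0.727, and 0.600, and summed counts without shared peaks gave 0.114, 0.109, 0.107, 0.115, and 0.0987, in the same order. MGC1 was highest of these 5 clusters in both of the last settings, and GC in the first.

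Thinning to the smallest cluster gave an r of ATAC counts of 0.501 between FGC1 and FGC2, 0.431 between FGC1 and MGC1, and 0.427 between GC and MGC1, and Spearman's rho was 0.915, 0.813, and 0.735. Scaling to autosomal ATAC counts gave accessibility ratios of 1.20 on the X and 1.08 on autosomes at the first stage. At the second stage it gave 1.47 on the X and 1.05 on autosomes, the last above 1 but within counting error of the 0.992. The autosomal ratio of accessibility was 0.971 and 0.943 from summed counts and 0.986 and 0.965 without 3 windows at each centromere, and the first-stage value was reversed in both. Means per nucleus were 1247 ATAC counts in GC, 5219.6 in FGC1, 5039.7 in FGC2, 492 in MGC1, and 2122 in MGC2. In clusters of the snRNA counts made here, the one closest to GC had a median of 853.5 ATAC counts, FGC1 and FGC2 shared a cluster of 504 nuclei with 2967.5, and MGC2 fell into a cluster of 769 nuclei.

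Within 250 bp upstream, the M1BP consensus was found for 11.4% of the leading genes in FGC1, 10.7% in FGC2, and 10% in MGC2. The percentiles were then 66.0 in FGC1, 54.8 in FGC2, 92.6 in MGC1, and 65.9 in MGC2 for M1BP, and 10.3, 1.64, 81.2, and 4.17 for BEAF-32. Without matching on snRNA level they were 96.4, 92.6, 86.0, and 98.8 for M1BP, and 23.0, 27.9, 95.5, and 12.1 for BEAF-32. In peaks near starts, relative accessibility for M1BP was 0.989 in GC, 1.06 in FGC1, 1.08 in FGC2, 0.977 in MGC1, and 1.02 in MGC2, and for BEAF-32 1.01, 1.07, 1.07, 0.962, and 0.998, where GC and MGC2 were reversed. For Zld it was 1.09 in FGC1, 1.01 in FGC2, and 0.996 in MGC2, the last below 1 but within counting error of its 1.02. In the PCA the gap of MGC1 on PC1 was 0.442% of the range without the Zld motif, 1.46% on a log1p scale, and 4.74% with unit variance, while PC1 held 88.7%, 71.9%, and 60.9% of the variance.

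Depth limits the MGC2, GC, and MGC1 values, with medians of 208, 233.5, and 215 ATAC counts per nucleus and 67904 counts in MGC2 altogether. No paired analysis was possible because each library was made once and its cells of both sexes come from pooled embryos without a number that pairs them.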

Differences from the paper's values

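None of the tests of technical explanations is used here, and settings chosen only after the result was seen are named where they are given.

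The X-linked female-to-male ratio of expression at the third stage was 2.52, and the paper's value is 1.31. Of the 9 alternatives set before the data were examined, the median over genes (1.89) no longer differed by more than 1.5 times, and the other 8 did, with 1.97 to 2.93. At the first stage the paper's value is 1.12 beside 1.61 here, and at the second it is about 1.2 in Fig. 4A, read by eye, beside 1.73, gaps of less than 1.5 times. On a scale of log2(CPM + 1) the values here were 1.13, 1.12, and 1.20, and with square roots of CPM 1.26, 1.31, and 1.48. Summed UMIs gave 1.71 at the third stage. These 3 settings were chosen after seeing the values, kept all 60 genes, and bring the third stage within 1.5 times of the paper's value. None of the further scales tried, with 2.00 to 3.28 at the third stage, did so.

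The median ESA was 0 in GC, FGC1, FGC2, MGC1, and MGC2. The paper's medians are about 0.4 in Fig. 2E, read by eye, in GC, FGC2, and MGC2, about 0.45 in Fig. 2E, read by eye, in FGC1, and about 0.55 in Fig. 2E, read by eye, in MGC1. The paper counted reads, and the values here rest on peaks. Of the alternatives set before the data were examined, summed counts over all genes no longer differed for GC (0.282) and FGC2 (0.267) and still differed for FGC1 (0.272), MGC1 (0.276), and MGC2 (0.263). At least 10 counts at the start, thinning, windows of 500 bp, and nuclei with at least 1000 ATAC counts left the median at 0, where the last gave no value for MGC2. Genes with separate peaks at both ends, chosen after seeing the values, gave 0.727 in MGC1 and 0.600 in MGC2, within 1.5 times, and 0.667, 0.696, and 0.668 in GC, FGC1, and FGC2, beyond it, and this choice keeps 1206 of the 9815 genes with a peak at the start.

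In the SGPs, pyr had a log2 FSGP-to-male-SGP ratio of 0.71, and the paper's is about 2.0 in Fig. 6A, read by eye. For bnl it was 0.47, and the paper's is about 1.1 in Fig. 6A, read by eye. For Wnt2 it was −0.49, against about 0.8 in Fig. 6A, read by eye, and for spz 0.22, against about 1.3 in Fig. 6A, read by eye. For upd1 it was −4.66, against about −1.4 in Fig. 6A, read by eye, and for upd3 −4.17, against about −0.8 in Fig. 6A, read by eye. The axis of Fig. 6A is a log scale and was read as log2. Read as log10, the gap for upd1 would close and that for upd3 narrow, while those of the female-biased genes in the figure would widen. All 6 alternatives set before the data were examined (each library's own matrix, scrublet calls removed, Leiden resolution 2 with 50 principal components, means over cells, a UMI minimum of 50, and equal weight of the male SGP clusters) still differed for these 6 genes, with 0.70 to 1.04 for pyr, −0.19 to 0.54 for bnl, −0.68 to −0.42 for Wnt2, −0.43 to 0.61 for spz, −4.69 to −3.71 for upd1, and −4.17 to −2.85 for upd3. For Wnt6 the log2 ratio was 1.14, against about 1.4 in Fig. 6A, read by eye, and 2 of the 6 no longer differed, the removal of scrublet calls (1.37) and Leiden resolution 2 with 50 principal components (1.38), while the other 4 did, with 1.14 to 1.89. Of the 6 alternatives, the UMI minimum of 50 cannot change the ratio of a gene, so it decides nothing for these genes. With aMSGP alone as the male group, chosen after seeing the values, pyr had 1.38, and Wnt2 had the sign of the paper's value, with 0.24.

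For Pits at the second stage the log2 ratio was 1.01, and the paper's value in Table S5 is 0.91 (standard error 0.03, with cells as replicates). Of the 4 alternatives set before the data were examined, means over cells (0.96) no longer differed, and each library's own matrix, scrublet calls removed, and Leiden resolution 2 with 50 principal components still did, all at 1.00.

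The paper describes the sex-biased genes of the third stage as overwhelmingly male-biased. Its description rests on ratios plotted with P-values and on DESeq2, and its third-stage values were not used here. The 50 largest ratios here carry no test, so the measures are unlike and a disagreement is not established. Here 37 of the 50 largest ratios were female-biased, 23 of them X-linked, and the 5th and 95th percentiles of the log2 ratio were −1.15 and 1.22. Among the 5020 autosomal genes alone they were −1.24 and 0.73, with a median of −0.20, a spread that reaches further on the male side. The genes that the paper names at this stage, nclb, CG18605, CG12477, and Phf7, were male-biased here too.

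The paper ranks pyr as the most female-biased ligand gene, followed by Wnt6 and spz in this order, and places Wnt2 among the female-biased ones. Here Pvf3 was first with 2.03, Wnt6 was the fourth, pyr the sixth, spz the 11th, and Wnt2 the 16th of 24. This order depends on the male group. Against aMSGP alone, chosen after seeing the values, pyr (1.38) lay above Wnt6 (0.74) as in the paper, and Wnt2 had 0.24. There trk (2.02) and Pvf3 (1.51) stayed above pyr. The paper names upd1 as the most male-biased ligand gene, which it was here. In Fig. 6A few ligand genes other than those of Upd lie on the male side, whereas here 10 had an interval below 1 and 9 above it.

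The paper places the autosomal averages of the expression ratio very near 1 at all stages. They were 0.921, 0.895, and 1.02, with CPM as the scale.

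The paper describes lower enrichment at starts in GC, MGC1, and MGC2 than in the other clusters. For the share of pooled ATAC counts near starts this was so in MGC1 (62.6%). GC had 64.1% [63.9, 64.4], an interval that includes the 64.3% of aMSGP, and within 1000 bp, an alternative set before the data were examined, GC was above it with 71.8% against 71.6%. MGC2 had 69.0%, which fell to 61.6% without its largest nucleus, a setting chosen after seeing the values. The medians over single nuclei had the order that the paper describes, with 63.4% in GC, 63.0% in MGC1, and 63.3% in MGC2, against 63.8% to 65.5% in the SGP clusters, 69.0% in FGC1, and 71.4% in FGC2.

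The paper finds higher ESA in MGC1 than in GC and MGC2. The medians were all 0, and on genes with separate peaks, a choice made after seeing the values, MGC1 had 0.727, GC 0.667, and MGC2 0.600. Gene by gene, MGC1 was higher for 52.6% [49.7, 55.5] of genes against GC and 55.1% [52.1, 58.1] against MGC2, and with equal counts in both clusters for 50.6% (49.7 to 51.8 over 20 draws) and 53.6% (51.9 to 55.7), so no difference was resolved against GC. A single nucleus holds 82.1% of the MGC2 counts, and without it MGC1 was higher for 50.9% of genes at equal counts (45.1 to 55.9), so a difference from the other MGC2 nuclei was not resolved either. Both the comparison gene by gene and the removal of the nucleus were chosen after seeing the values.

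The paper has the BEAF-32 motif among those shared by the leading genes of all 4 clusters past activation. Upstream of these genes its consensus stood at percentiles 6.78 in FGC1, 1.65 in FGC2, and 1.03 in MGC2 among random lists of expressed genes matched on snRNA level, and the 88.5 of MGC1 carries no information. Without matching, an alternative set beforehand, the percentiles were 23.0, 27.9, and 12.1, so the low position depends on it.

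The paper places the indices of M1BP and BEAF-32 higher in every germline cluster than in somatic ones. Relative accessibility in MGC1 was 0.917 and 0.901, within the 0.875 to 0.946 and 0.869 to 0.942 of the SGP clusters. FGC1 and FGC2 were above all of these in both. GC was also above them, with 0.953 [0.938, 0.969] and 0.965, where the interval for M1BP includes the 0.946. Without its largest nucleus GC had 0.938 and 0.930, within the SGP ranges. MGC2 was above the SGP clusters only with its largest nucleus, and had 0.921 and 0.925 without it. Both removals were chosen after seeing the values. In peaks near starts alone, an alternative set beforehand, MGC1 had 0.977 and 0.962, where the SGP clusters had 0.909 to 0.956 and 0.905 to 0.960, so the margin for BEAF-32 is narrow. GC, FGC1, and FGC2 were above the SGP clusters there, as in the paper, and MGC2 had 1.02 and 0.998, and 0.983 and 1.00 from the 12156 ATAC counts that remain without its largest nucleus, a setting chosen after seeing the values. In the paper's Table S3 the M1BP index of msSGP, 4.32, is above those of MGC1, 1.51, and MGC2, 1.16.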

Other observations

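Among the tests in this part, those of sexing by X-linked genes, of free RNA by SGP markers, and of few ATAC counts per nucleus in MGC2 were chosen only after the result was seen, and so were the comparison of ESA gene by gene and the ESA measure on genes with separate peaks, on which the test of the summed ATAC count rests.

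GC and MGC1 had fewer ATAC counts near starts than FGC1 and FGC2, and on genes with separate peaks MGC1 had the highest median ESA of the germline clusters. Few ATAC counts per nucleus are argued against as the source of the low start share of MGC1, since the 42 nuclei with at least 1000 counts had 62.2%, no higher than the 63.0% of the other 712 and below the 68.0% of FGC1. That test was not made for ESA. Male sex of the nuclei is argued against for the start share as well, as far as FGC nuclei with a low X share are male, which is itself a hypothesis, since the tercile of FGC1 nuclei with the lowest X share of ATAC counts had 68.0% and the highest 69.5%, and the same terciles of FGC2 had 71.1% and 71.6%, far from the 62.6% of MGC1. In MGC1 itself these terciles had 60.8% and 64.2% and in FSGP 63.6% and 66.7%, a larger gap in the same direction within clusters of 1 named sex. A small summed ATAC count is argued against as the source of a higher ESA in MGC1, since thinning to 67904 counts lowered the median of FGC1 from 0.696 to a mean of 0.638 over 20 draws (0.600 to 0.667), below the 0.727 [0.681, 0.795] of MGC1, which fell to 0.672 (0.655 to 0.714) when thinned alike. Gene by gene and with equal counts, ESA was higher in MGC1 than in FGC1 for 53.0% of genes (51.1 to 54.7 over 20 draws), a small difference, and against GC for 50.6% (49.7 to 51.8), which is not resolved. Droplets without a whole nucleus may hold free RNA in the proportions of all nuclei. For MGC1, SGP markers alone argue against this. They were at 114 CPM, 3.28-fold [2.88, 3.76] below the 374 CPM of all nuclei and close to the 106 CPM of FGC1 and the 112 CPM of FGC2. The 15 muscle, neuron, and hemocyte markers were at 176 CPM in MGC1, 1.59-fold [1.44, 1.78] below the 281 CPM of all nuclei and above the 136 CPM of FGC1 and of FGC2, where the interval includes the 1.5-fold set as the boundary, so these markers alone decide nothing. Germline markers were at 877 CPM [836, 919] in MGC1 and 917 CPM in all nuclei, a level that such droplets would hold. The marker lists thus disagree, and neither droplets of free RNA, some free RNA in MGC1 droplets, nor damaged nuclei were excluded. More open chromatin in early male germ cells, the explanation the paper gives, stays open, as does stage, and neither was tested. Sex was tested for the start share only. As that test rests on the hypothesis that FGC nuclei with a low X share are male, it does not exclude sex.

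In MGC2 the 2 nuclei with at least 1000 ATAC counts had a start share of 69.7% [69.4, 70.1] and the other 30 nuclei 63.4% [62.3, 64.4]. With 2 nuclei, few ATAC counts per nucleus cannot be told apart from a property of MGC2, and no biological explanation was tested. A single nucleus also held 37.8% of the ATAC counts of GC, and without it the start share of GC was 62.6%.

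MGC1 lay apart from every other cluster on PC1 of Table S3. The explanation that the value of the Zld motif sets this component was tested by leaving the motif out, after which the gap of MGC1 to the nearest cluster was 0.442% of the range. The distance of MGC1 on that axis may thus rest on 1 motif, and why its index in Table S3 is so high in MGC1 was not tested. Relative accessibility of peaks with the Zld consensus, computed here, was 1.12 in MGC1 and 1.13 in FGC1.

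X-linked genes had a female-to-male ratio near 1.6 in germ cells sexed by X-linked genes. Sexing by these genes is argued against as the source, since X-linked genes left out of the sexing had mean ratios of 1.60 and 1.64 at the first stage and 1.68 and 1.79 at the second, while the autosomal ratio stayed between 0.894 and 0.925. Y-linked UMIs, which the sexing did not use, were also higher in the cells called male. Incomplete dosage compensation, which the paper proposes, stays open and was not tested against other biological causes.

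The 9 germline markers summed to 4141 CPM in GC, 1498 CPM in FGC1, 1201 CPM in FGC2, 877 CPM in MGC1, 880.4 CPM in MGC2, 679.9 CPM in FSGP, and 917 CPM over all nuclei. In the male SGP clusters they summed to 734 CPM in pMSGP, 415 CPM in msSGP, and 287 CPM in aMSGP, below MGC1 and MGC2. MGC1 held 40 Y-linked UMIs (20.0 CPM [14.3, 27.2]), close to the 18.6 CPM of FSGP and below the 43.8 CPM [34.5, 54.8] of FGC1 and the 31.7 CPM [27.0, 36.9] of FGC2, while Y-linked ATAC counts per 1000000 were 995 in MGC1, 1035 in FGC1, 769 in FGC2, and 205 in FSGP. In the cluster of 769 nuclei that took most of MGC1 and MGC2 when the snRNA counts were clustered here, the genes with the largest ratios to the other clusters were Had1, MtnA, qjt, CG4415, and RpS19b, which are named because their values were seen. In that cluster 0 germline markers were raised, so these counts do not settle that MGC1 and MGC2 are male germ cells, on which the reading of their start shares, ESA, and accessibility ratios depends. The matrices include 43 nuclei with fewer than 100 ATAC counts.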
